# SPT5 regulates RNA polymerase II stability via Cullin 3–ARMC5 recognition

**DOI:** 10.1126/sciadv.adt5885

**Published:** 2025-01-24

**Authors:** Yuki Aoi, Leila Iravani, Isabella C. Mroczek, Sarah Gold, Benjamin C. Howard, Ali Shilatifard

## Abstract

The stability of RNA polymerase II (Pol II) is tightly regulated during transcriptional elongation for proper control of gene expression. Our recent studies revealed that promoter-proximal Pol II is destabilized via the ubiquitin E3 ligase cullin 3 (CUL3) upon loss of transcription elongation factor SPT5. Here, we investigate how CUL3 recognizes chromatin-bound Pol II as a substrate. Using an unbiased proteomic screening approach, we identify armadillo repeat-containing 5 (ARMC5) as a CUL3 adaptor required for VCP/p97-dependent degradation of SPT5-depleted, chromatin-bound Pol II. Genome-wide analyses indicate that ARMC5 targets promoter-proximal Pol II in a BTB domain–dependent manner. Further biochemical analysis demonstrates that interaction between ARMC5 and Pol II requires the transcriptional cyclin-dependent kinase 9 (CDK9), supporting a phospho-dependent degradation model. We propose that defective, promoter-proximal Pol II that lacks SPT5 is rapidly eliminated from chromatin in a noncanonical early termination pathway that requires CDK9-dependent interaction with the CUL3-ARMC5 ubiquitin ligase complex.

## INTRODUCTION

The process of transcriptional elongation by RNA polymerase II (Pol II) is critical for all eukaryotic gene expression, and its regulation plays a crucial role in disease and development (*1*). In metazoans, Pol II is subject to promoter-proximal regulation governed by several evolutionally conserved transcription elongation factors (*1*, *2*). Following promoter escape, promoter-proximal Pol II is actively engaged but pauses at the +1 nucleosome, where it associates with the negative elongation factor (NELF) complex and the SPT4-SPT5 heterodimer often referred to as DRB sensitivity-inducing factor (DSIF) (*3*–*6*). Positive transcription elongation factor b (P-TEFb), which consists of cyclin-dependent kinase 9 (CDK9) and cyclin T1, is essential for subsequent release of promoter-proximal paused Pol II into productive elongation (*7*). Upon CDK9-induced pause-release activation, Pol II–associated SPT6 functions to recruit the PAF1 complex, which renders the elongating Pol II complex capable of processive transcription throughout the long distances of gene bodies (*8*–*10*).

SPT5 physically interacts with the core Pol II complex throughout the elongation stage and plays various roles in transcription (*1*, *11*). SPT5 regulates promoter-proximal pausing via recruitment of NELF and promotes the rate of elongation downstream of the promoter-proximal release (*4*, *12*–*14*). These pleiotropic functions are regulated by phosphorylation at distinct SPT5 domains (*15*, *16*). Recently, we and others have also reported a key role for SPT5 in stabilization of promoter-proximal Pol II (*14*, *15*). These features of SPT5 stand in contrast to those of NELF, which only occupies chromatin in association with promoter-proximal Pol II at most genes, functions to regulate transcription elongation, and is required for cell growth and development (*6*, *17*–*19*).

Regulation of Pol II stability has been extensively studied in the context of DNA damage response. Upon ultraviolet irradiation, Pol II stalled at DNA lesions is eliminated through ubiquitin-mediated degradation as a last resort for transcription recovery (*20*). This degradation process includes ubiquitination of the Pol II subunit RPB1 catalyzed by the E3 ubiquitin ligase cullin 4 (CUL4), which is associated with several proteins including the core subunit DDB1 and the Cockayne syndrome proteins CSA and CSB (*20*). CUL4 uses CSA as an adaptor to recognize Pol II and has access to multiple RPB1 lysine residues, including K1268, for ubiquitylation (*21*–*23*). In contrast, we have recently shown that RPB1 degradation upon SPT5 loss is mediated by the distinct ubiquitin E3 ligase cullin 3 (CUL3) (*14*). In the absence of SPT5, Pol II undergoes VCP/p97-dependent dissociation from chromatin following recruitment of CUL3 to promoter-proximal regions (*14*).

How CUL3 targets promoter-proximal Pol II is currently unknown. CUL3 is known to recognize specific substrates via adaptor proteins called BTB proteins, which interact with CUL3 via their BTB (Broad-Complex, Tramtrack, and Bric a brac) domains (*24*). The human genome contains nearly 200 genes encoding BTB proteins (*25*), suggesting that a BTB protein likely serves as an adaptor that enables CUL3 to recognize promoter-proximal Pol II as a substrate. The BTB protein armadillo repeat-containing 5 (ARMC5) was recently shown to associate with RPB1 and function to regulate the bulk Pol II levels via its participation in an RBX1-CUL3 E3 ubiquitin ligase complex (*26*, *27*), but its role in transcriptional elongation control is not clear. ARMC5 variants are found in patients with primary macronodular adrenal hyperplasia, a rare cause of Cushing’s syndrome (*28*).

How CDK9 regulates degradation of promoter-proximal Pol II is also largely unknown. We have recently shown that CUL3-dependent Pol II degradation requires the kinase activity of CDK9 (*14*) but not its typical transcription activator partners within BRD4-PTEFb or SEC (*14*). Here, we performed an unbiased proteomic screen in search of a CUL3 adaptor that enables Pol II recognition in response to SPT5 loss. We identify ARMC5 as a CUL3 adaptor required for CUL3 targeting of promoter-proximal Pol II and find that ARMC5–Pol II interaction is regulated by CDK9.

## RESULTS

### The CUL3 adaptor ARMC5 mediates degradation of Pol II upon SPT5 loss

To search for an adaptor protein that enables CUL3 to recognize promoter-proximal Pol II upon SPT5 loss (Fig. 1A), we sought to perform an unbiased proteomic screen using Pol II coimmunoprecipitants from SPT5-depleted cells. However, we have previously shown via chromatin immunoprecipitation–sequencing (ChIP-seq) that rapid depletion of auxin-inducible degron (AID)–tagged SPT5 proteins by auxin treatment leads to a genome-wide reduction of Pol II chromatin occupancy in human DLD-1 cells (Fig. 1, B and C). Therefore, to improve the efficiency of identification, we chose to leverage the fact that degradation of SPT5-depleted Pol II relies on the kinase activity of CDK9 (*14*). Pol II chromatin occupancy is largely restored when auxin treatment is preceded by pretreatment with the CDK9 inhibitor NVP-2 (Fig. 1, B and C). Given this requirement for CDK9 activity, we reasoned that NVP-2 pretreatment would abolish any interaction between Pol II and a CUL3 adaptor that would otherwise be induced by auxin treatment in SPT5-AID cells (Fig. 1A).

**Fig. 1.**
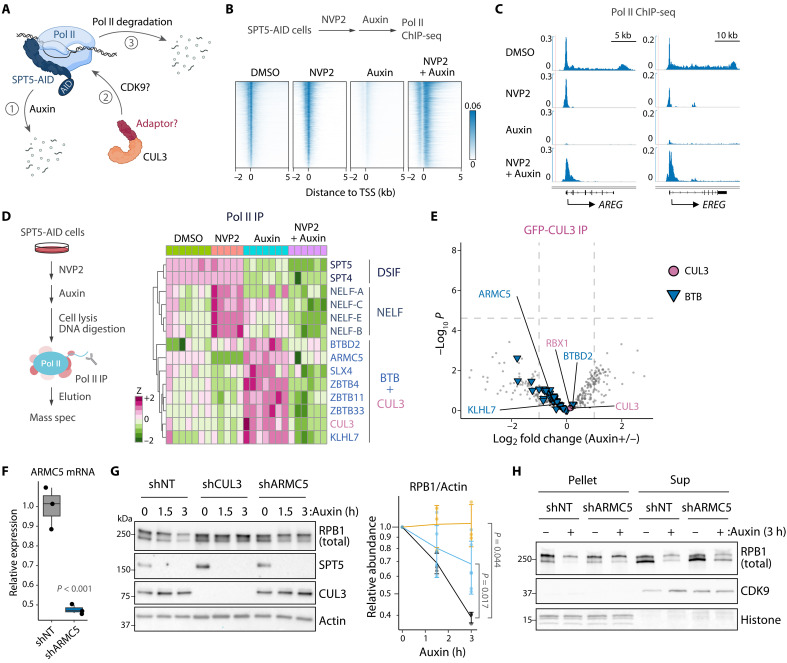
The CUL3 adaptor ARMC5 mediates Pol II degradation upon SPT5 loss. (**A**) Schematic of CUL3-mediated Pol II degradation upon SPT5 loss. (**B** and **C**) TSS-centered signal heatmaps (B) and representative signal tracks (C) for Pol II ChIP-seq in SPT5-AID cells treated with NVP2 (250 nM, 2 hours) followed by auxin (500 μM, 3 hours). *N* = 6481. (**D**) Clustering of select proteins quantified in Pol II IP-MS analysis. Protein abundance is shown as *z* score. *N* ≥ 5. (**E**) Volcano plot showing GFP-CUL3 IP-MS analysis in SPT5-AID cells treated with auxin (500 μM, 3 hours). Dotted lines indicate twofold change and adjusted *P* = 0.01. *N* = 5, limma test. (**F**) ARMC5 mRNA levels quantified in RNA-seq DESeq2 analysis. *N* = 3, Wald test. (**G**) Western blot analysis of whole-cell extracts from SPT5-AID cells treated with CUL3 or ARMC5 shRNA followed by time-course auxin treatment (500 μM). Quantification of RPB1 protein is also shown (shNT, black; shCUL3, orange; shARMC5, blue). *N* ≥ 3, Tukey’s test. Error bars, SD. (**H**) Western blot analysis of pellet and supernatant fractions of nuclei isolated from SPT5-AID cells treated with ARMC5 shRNA followed by auxin treatment (500 μM, 3 hours). Histone (ponceau stain) and CDK9 serve as chromatin and nuclear markers, respectively. Figure 1A was created with BioRender.com (agreement #BD27KXXWOH).

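Fitted on their own, none of the 5 ARMC5 transcripts that passed the filter was called. The transcript ENST00000268314, of 3108 bases, had a log2 fold change of -1.11 (standard error 0.22, unadjusted P = 0.00281, adjusted P = 0.381 from edgeR's test over transcripts). ENST00000408912 had a log2 fold change of -1.34 (standard error 0.41, adjusted P = 0.778). ENST00000563544, which was at 0 in shARMC5 replicates 1 and 2, had -2.39 (standard error 1.96). ENST00000564900 had -0.66 (standard error 1.47) and ENST00000457010 had 0.01 (standard error 0.41). The reads that these transcripts share were divided among them by salmon.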

For the unbiased screen, we performed quantitative Pol II immunoprecipitation–mass spectrometry (IP-MS) experiments using SPT5-AID cells treated with NVP-2 and/or auxin (Fig. 1D and table S1). To validate the screen, we first examined the relative abundance of transcription elongation factors associated with Pol II. As expected, SPT5 and its DSIF heterodimer partner SPT4 were largely lost upon auxin treatment (Fig. 1D). All four NELF subunits (NELF-A, NELF-B, NELF-C, and NELF-E) were enriched as expected upon treatment with NVP-2 alone, whereas additional auxin treatment led to NELF loss (Fig. 1D). Western blots for SPT5 and NELF-C confirmed the differential interactions observed in MS data (fig. S1A). These results are in agreement with the previous findings that CDK9 inhibition blocks pause release and that NELF recruitment to Pol II depends on SPT5 (*1*).

Next, we examined the relative abundance of CUL3 and BTB proteins (BTBs) detected among Pol II coimmunoprecipitants. Auxin treatment resulted in enrichment of CUL3 and seven BTBs that were lost when auxin treatment was preceded by pretreatment with NVP-2 (Fig. 1D). To determine which of these seven Pol II–interacting BTBs also interact with CUL3, we performed green fluorescent protein (GFP) IP-MS in SPT5-AID cells expressing GFP-tagged CUL3. In addition to RING box protein 1 (RBX1), a core component of the CUL3-RBX1 E3 ubiquitin ligase complex, more than 30 BTBs were identified among CUL3 coimmunoprecipitants, including three Pol II–associated BTBs: BTBD2, ARMC5, and KLHL7 (Fig. 1E; fig. S1, B and C; and table S1). SPT5 depletion by auxin did not significantly alter CUL3 interaction with RBX1 or any of these BTBs (Fig. 1E).

Following identification of BTBD2, ARMC5, and KLHL7 as potential CUL3 adaptors involved in Pol II degradation, we performed shRNA knockdown experiments for each BTB to assess their requirement for Pol II destabilization upon SPT5 depletion. To assess knockdown efficiency, we initially attempted to quantify ARMC5 protein on Western blots using commercially available antibodies, but none worked for our cell line. We therefore performed reverse transcription-quantitative polymerase chain reaction (RT-qPCR) and RNA-sequencing (RNA-seq) in SPT5-AID cells with ARMC5 knockdown and confirmed that ARMC5 mRNA was significantly depleted compared to nontargeting (NT) knockdown (Fig. 1F and fig. S1, D and E). 

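RNA-seq was made from SPT5-AID cells, a line derived from DLD-1 colorectal adenocarcinoma cells in which SPT5 carries an auxin-inducible degron. The cells were infected with lentivirus that expressed an shRNA against ARMC5 (shARMC5) or a nontargeting shRNA (shNT), with 3 replicates of each. The labels of these 6 libraries name no auxin, and the paper's text does not name which of its ARMC5 shRNA constructs was used for them. Polyadenylated RNA was sequenced, and the authors deposited salmon's estimated number of reads on each transcript, without normalization between libraries. Between 26201112 and 40866478 reads per library were assigned to transcripts, with a median of 31342825 in shARMC5 and 33214873 in shNT cells. The estimates were summed over the transcripts of each gene, rounded to whole numbers and normalized with the TMM factors of edgeR, which lay between 0.992 and 1.02. Differential expression was tested with edgeR's quasi-likelihood F test and Benjamini-Hochberg adjustment over the 13737 genes with at least 10 counts in at least 3 libraries. A gene with an adjusted P value under 0.1, the paper's threshold, is called differentially expressed. The biological coefficient of variation common to all genes was 0.0643.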

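ARMC5, which lies on chromosome 16 of GRCh38 from 31458080 to 31467166 on the plus strand (ENSG00000140691), encodes the BTB protein that the paper studies as a CUL3 adaptor. Its level was 11.9 ± 1.09 TMM-normalized CPM (reads per 1000000 on genes; SD, n = 3) in shARMC5 cells and 25.2 ± 1.95 CPM (SD, n = 3) in shNT cells, a ratio of 0.471. The log2 fold change was -1.09 (standard error 0.08, adjusted P = 5.32e-07 from edgeR's test). ARMC5 was covered by 326 to 841 reads per library. Every shARMC5 library had a lower level than every shNT library, and the two-sided exact permutation test gave P = 0.1, the smallest that 3 libraries against 3 allow. With each library left out in turn, the log2 fold change stayed between -1.15 and -1.02. ARMC5 ranked 8th of all tested genes by P value, and 17 genes called lower had a more negative log2 fold change. Protein could not be measured with the antibodies that were tried, and the paper therefore took ARMC5 mRNA as its measure of the knockdown and states that it was depleted (Fig. 1F).

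**Figure D1:**
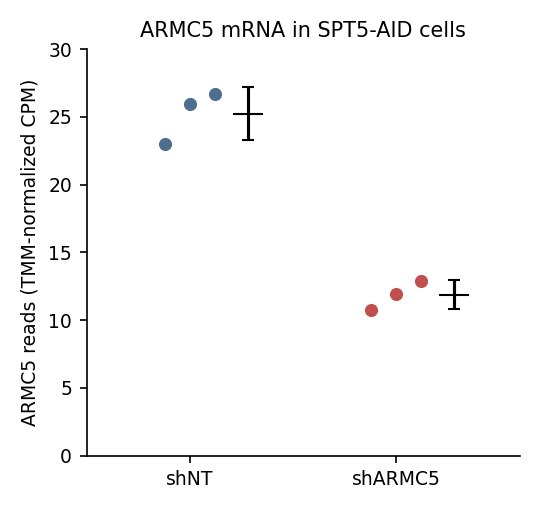
Level of ARMC5 in TMM-normalized CPM (vertical axis) in each library of shNT and shARMC5 cells, with points for the libraries and bars for the mean and SD of 3 replicates. The shARMC5 libraries lie between 10.8 and 12.9 CPM and the shNT libraries between 23.0 and 26.7 CPM.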

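Of the 13737 genes tested, 1064 (7.75%) were differentially expressed between shARMC5 and shNT cells, 610 higher and 454 lower. The median absolute log2 fold change of these genes was 0.20, and 34 of them changed by at least 1 on the log2 scale, 12 higher and 22 lower. All shARMC5 libraries lay on the same side of all shNT libraries for 1053 of the 1064 genes. Over all tested genes this held for 3213 (23.4%), where chance gives 10%. Among the fits at this threshold, an offset for each gene's average transcript length lowered the count most, to 235 genes, of which 205 were among the 1064. The paper summarized its counts with tximeta and tested them with DESeq2, and its text does not say whether such an offset was used. DESeq2 with that offset called 568 genes, of which 421 were among the 1064. With library sizes alone in place of TMM factors, 458 genes were higher and 495 lower. Leaving out 1 library gave between 536 genes (without shNT replicate 1) and 1074 genes (without shNT replicate 2).

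Gene lists related to the terms of fig. S1F were tested with limma's camera, with Benjamini-Hochberg adjustment over 10 lists. They were written before the data were examined but after the paper's labels and terms had been read. The 89 tested genes of interleukin and chemokine signalling were shifted upward, with a median log2 fold change of 0.04 (adjusted P = 0.00602). Across the genes of this list 9 were called higher and 1 lower, and 10 and 1 when adjusted over the list alone. The adjusted P of this list was largest, 0.0382, when camera estimated the correlation between genes from the data. CXCL5 (log2 fold change 0.31, standard error 0.03, adjusted P = 2.86e-06) and TNFRSF12A (log2 fold change 0.36, standard error 0.04, adjusted P = 2.60e-05) were among the higher genes. IL2RG had the largest rise of the list among the called genes, 1.63, but it rested on 5 to 43 reads per library and was not called in 6 of the 12 alternatives that gave it a value. The 24 NF-kB target genes had a median of 0.12 (adjusted P = 3.76e-05; 5 called higher and 1 lower, 8 and 2 adjusted over the list alone). The 63 genes of the extracellular matrix and its receptors had a median of 0.08 (adjusted P = 6.56e-06; 15 called higher and 0 lower, 18 and 1 adjusted over the list alone). The 19 tubulins, cytoplasmic actins and IQGAPs had a median of 0.08 (adjusted P = 6.58e-05; 6 called higher, 10 adjusted over the list alone). When camera estimated the correlation, the tubulin list did not pass (adjusted P = 0.178), while the NF-kB and extracellular matrix lists did (0.0382 each). With the transcript length offset in edgeR, fewer genes of these lists were called higher. There were 4 of interleukin and chemokine signalling, 1 NF-kB target, 5 of the extracellular matrix and 4 of the tubulin list. These lists stayed shifted upward with that offset, with 0.0021 as the largest adjusted P from camera. Among the 10 ways to split the 6 libraries into groups of 3, the real one included, 2 had as many lists past the threshold. The 37 interferon-stimulated genes did not pass the threshold as a list (median -0.04, adjusted P = 0.372), and OAS1 was the gene of that list called lower (log2 fold change -0.39). The median of that list was still lower in 3 of 3 shARMC5 libraries than in every shNT library, with 22 genes lower and 15 higher.

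**Figure D2:**
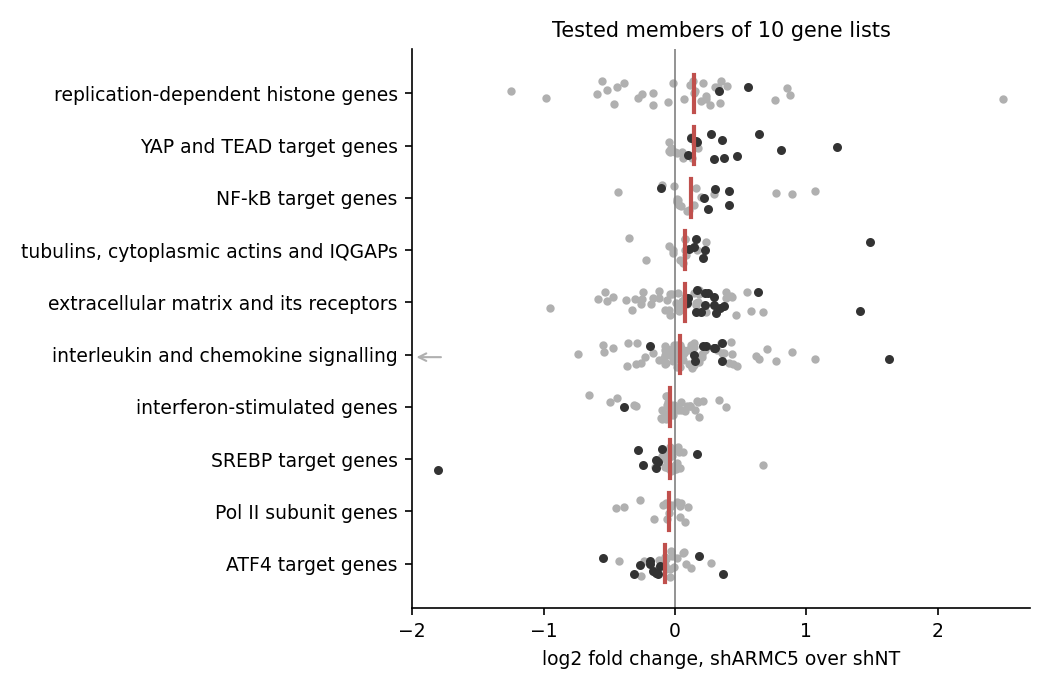
Log2 fold change, shARMC5 over shNT (horizontal axis), of each tested gene of 10 lists, with dark points for differentially expressed genes, grey points for the others and a red bar at the median of each list. The medians run from -0.08 (ATF4 targets) to 0.14 (YAP and TEAD targets and replication-dependent histone genes), and the arrow stands for 1 gene left of the axis at -8.27, which was not called.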

Further analysis of RNA-seq data showed that the differentially expressed genes in ARMC5-depleted relative to NT shRNA–treated cells are enriched for pathways including immune response signaling (fig. S1F). SPT5-depleted Pol II was significantly stabilized by ARMC5 or CUL3 knockdown but not by treatment with NT shRNA (Fig. 1G and fig. S1G). To examine whether ARMC5 targets chromatin-bound Pol II, we separated chromatin pellets from soluble nuclear fractions. The chromatin pellet fractions, which enrich phosphorylated forms of Pol II, showed substantial stabilization of SPT5-depleted Pol II by ARMC5 knockdown (Fig. 1H). Stability of unphosphorylated, free Pol II observed in nuclear fractions was also partially restored (Fig. 1H). This result supports a role for the CUL3-ARMC5 pathway in specific elimination of chromatin-bound (but SPT5-less) Pol II beyond regulation of free Pol II stability. Unlike ARMC5, neither BTBD2 nor KLHL7 shRNA knockdown restored Pol II stability upon SPT5 loss (fig. S1, H to J). Given the role for CUL4 in Pol II degradation in response to DNA damage (*20*), we also investigated the possible involvement of CUL4 in Pol II degradation upon SPT5 loss. When we depleted DNA damage–binding protein 1 (DDB1), a core component of the CUL4-DDB1 E3 ubiquitin ligase complex, no appreciable restoration of Pol II stability was observed (fig. S1K). Collectively, these results identify ARMC5 as a CUL3 adaptor required for the specific CUL3-dependent degradation of Pol II upon SPT5 loss.

### ARMC5 loss restores abundance but not function of SPT5-depleted Pol II

Given the multiple regulatory roles for SPT5 in transcriptional elongation, we examined whether ARMC5 depletion could rescue the elongation defects observed upon SPT5 loss by performing ChIP-seq experiments for total Pol II in SPT5-AID cells treated with ARMC5 shRNA followed by auxin. Consistent with our Western blot analysis (Fig. 1, G and H), Pol II signal was largely restored genome-wide in response to ARMC5 knockdown followed by SPT5 depletion (Fig. 2, A and B). However, we observed distinct patterns of Pol II signal distribution in the rescue compared to untreated conditions (Fig. 2B). Genome-wide examination of Pol II occupancy at promoter-proximal regions near transcription start sites (TSSs) revealed that the average location of Pol II pause sites (the location of the peak in amplitude of the average promoter-proximal Pol II signal distribution, relative to the location of TSS) was not altered by single ARMC5 knockdown, although the amplitude of average Pol II signal was slightly increased (Fig. 2C). As expected, average Pol II signal was strongly decreased by SPT5 depletion and the average location of Pol II pause sites was shifted downstream to a second pause site (Fig. 2C and fig. S2A). A substantial increase in Pol II signal was observed relative to the SPT5 depletion–only condition when both ARMC5 and SPT5 were depleted. However, even in this rescue condition, Pol II remained paused at the second pause site (Fig. 2C and fig. S2A). At the 3′ end of genes, single ARMC5 knockdown did not affect the genome-wide average distribution of Pol II signal around transcription end sites (TESs) (Fig. 2, B and D, and fig. S2B). Genome-wide Pol II signal was diminished by SPT5 depletion downstream of TES, and similarly to observations at TSS, this was not rescued by knockdown of ARMC5 (Fig. 2D and fig. S2B). Collectively, these results suggest that ARMC5 depletion specifically restores abundance of promoter-proximal Pol II but does not rescue elongation defects caused by SPT5 loss.

**Fig. 2.**
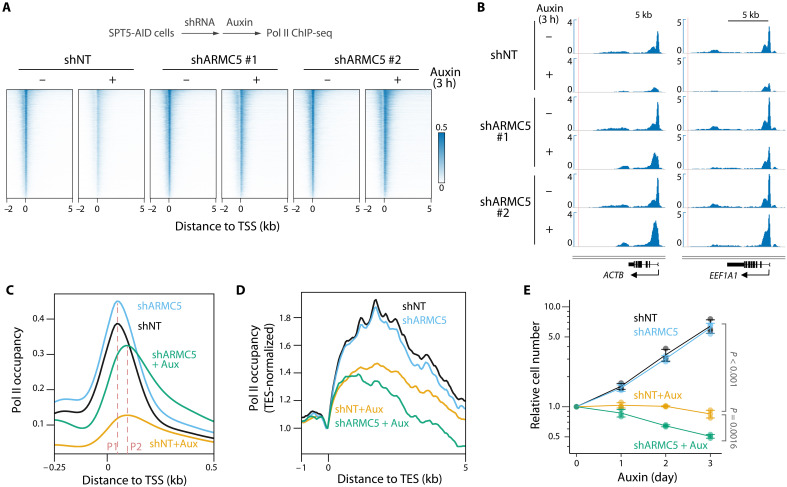
Defective Pol II transcription in the absence of SPT5 is partially rescued by ARMC5 loss. (**A** to **D**) TSS-centered signal heatmaps (A), representative signal tracks (B), and plots of average signal centered on TSS (C) and TES (D) for Pol II ChIP-seq in SPT5-AID cells treated with ARMC5 shRNA followed by auxin (500 μM, 3 hours). *N* = 6481. In (C), P1: the first pause site; P2: the second pause site. In (D), signal was normalized to signal at TES. (**E**) Growth curve for SPT5-AID cells treated with ARMC5 shRNA followed by auxin (500 μM). *N* = 3, Tukey’s test. Error bars, SD.

As defects in transcriptional elongation are associated with severe growth defects (*6*, *8*, *14*), we monitored the growth of SPT5-AID cells treated with ARMC5 shRNA followed by auxin using crystal violet staining (Fig. 2E and fig. S2C). SPT5-AID cells with single ARMC5 knockdown grew normally (Fig. 2E), despite changes in gene expression (fig. S1E). 

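Growth was not analysed here. The changes in gene expression concern cells without named auxin treatment. Besides ARMC5, 20 gene names were read from the labels of the MA plot, where a partly covered label was taken as both CXCL5 and CXCL8. Of these 20 names, 10 were called higher in shARMC5 cells, with log2 fold changes from 0.25 (KRT18) to 0.64 (CCN1). Another 9 were called lower, from -1.80 (FADS2) to -0.15 (TSC2). FADS2, a fatty acid desaturase gene on chromosome 11 from 61792980 to 61867354, had 5.95 ± 0.323 CPM (SD, n = 3) in shARMC5 and 20.8 ± 1.21 CPM (SD, n = 3) in shNT cells. FAM98B fell from 91.9 ± 2.10 to 39.5 ± 0.810 CPM (SD, n = 3 each) and XRCC1 from 44.3 ± 0.144 to 24.5 ± 0.434 CPM (SD, n = 3 each). TSC2 passed the threshold narrowly (adjusted P = 0.0672) and did not pass it with DESeq2 (0.111), nor without shNT replicate 1 (0.197), shARMC5 replicate 2 (0.303) or shNT replicate 3 (0.227). With the transcript length offset it fell by 0.56 on the log2 scale in both edgeR and DESeq2 and was called, with the smallest adjusted P of its alternatives, 1.07e-12, in DESeq2. ITPR2 (log2 fold change -0.45, adjusted P = 0.0626) was not called without shARMC5 replicate 2 (0.219), shARMC5 replicate 3 (0.136) or shNT replicate 3 (0.198). With that offset it fell by 0.54 in both tools, and its smallest adjusted P was 5.31e-10. CXCL8, with 6 to 31 reads per library, had a log2 fold change of 1.07 but was not called (adjusted P = 0.196), except without shNT replicate 1 (0.0973).

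The genes of 20 proteins that the paper studies were all tested, and 2 of them were called. SUPT4H1, which encodes the partner of SPT5 in DSIF, had a log2 fold change of -0.23 (standard error 0.03, adjusted P = 8.36e-05), and was not called with the transcript length offset in edgeR (0.187). ZBTB33 had a log2 fold change of 0.14 (standard error 0.04, adjusted P = 0.0964) and was not called in 12 of 14 alternatives. The other 18 had log2 fold changes from -0.39 to 0.09, with no adjusted P under 0.173. CUL3 (log2 fold change 0.03) and SUPT5H (0.00 with 2 decimals, standard error 0.04) were among these. POLR2A had the lowest, -0.39 (standard error 0.32), on 282 to 746 reads per library, while the transcript listed next in the files, which matched no gene, held 5948 to 9169. With that transcript added, the log2 fold change of POLR2A was -0.23 (standard error 0.06, adjusted P = 0.143).

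**Figure D3:**
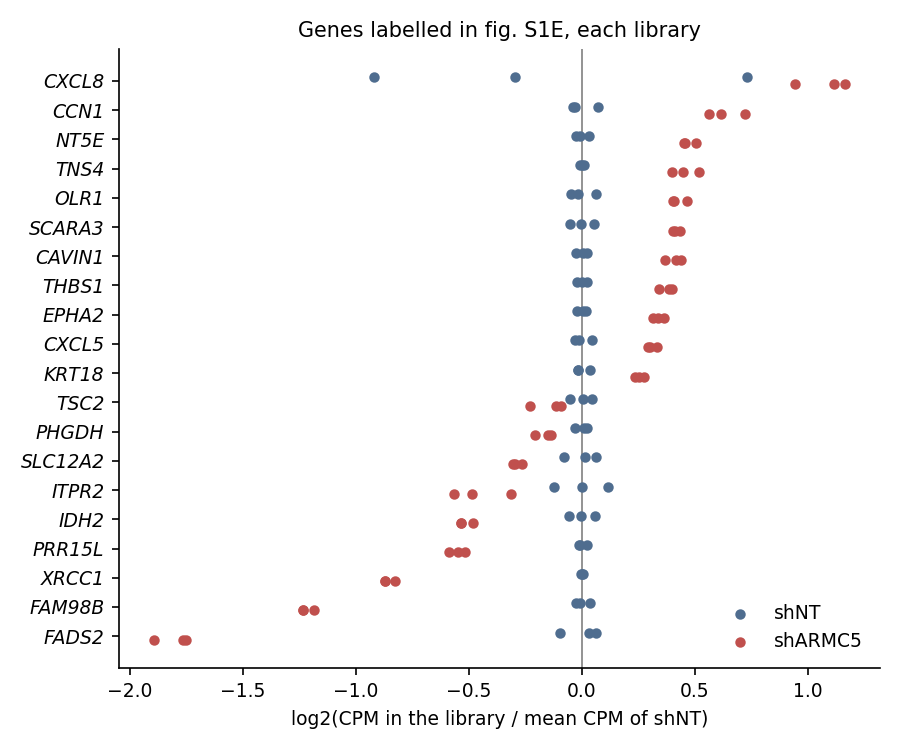
CPM of each library over the mean of the shNT libraries, on a log2 scale (horizontal axis), for the 20 gene names other than ARMC5 read from the labels of fig. S1E. Red points stand for shARMC5 and blue points for shNT, 3 libraries each. For 10 genes besides CXCL8 the shARMC5 libraries lie right of the shNT libraries and for 9 left of them.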

As expected, SPT5 depletion immediately and completely stopped cell growth (Fig. 2E). Cells with double depletion exhibited a similarly profound growth defect (Fig. 2E). These observations suggest that elongating Pol II complexes that lack SPT5 are truly defective even when stabilized, to the extent that they fail to support the transcriptional demands of cell growth.

### The BTB domain of ARMC5 is required for CUL3 to target SPT5-depleted Pol II

The ARMC5 protein contains a BTB domain that is structurally conserved among CUL3 adaptors and physically interacts with CUL3 (*24*). To examine the role for the ARMC5 BTB domain in Pol II degradation upon SPT5 loss, we generated GFP-tagged ARMC5 constructs that allow for doxycycline-inducible expression in ARMC5-depleted cells (Fig. 3A and fig. S3A). The full-length (FL) ARMC5-GFP expression led to the Pol II degradation in response to SPT5 depletion (Fig. 3B). GFP IP revealed that FL ARMC5-GFP interacts with Pol II, CUL3, and the CUL3-associated constitutive photomorphogenesis 9 signalosome (CSN) component COPS5 (Fig. 3C and fig. S3B). These results indicate that the GFP-tagged ARMC5 construct recapitulates the normal function of endogenous ARMC5. The weak interaction with Pol II (fig. S3B) might be due to other substrates that could occupy most ARMC5 proteins. Interaction with CUL3 was also weak (fig. S3B), which can be explained by dynamic nature of adaptor exchange (*24*). Notably, SPT5 was not detected in ARMC5-GFP coimmunoprecipitants (Fig. 3C). Similarly, CUL3 and ARMC5 were not detected in SPT5 coimmunoprecipitants (fig. S3C). Thus, it is likely that ARMC5-CUL3 preferentially interact with Pol II that lacks SPT5 compared to SPT5-bound Pol II. In contrast to FL, the ARMC5-GFP construct with BTB domain deletion (∆B) failed to mediate Pol II degradation and did not interact with CUL3 or COPS5 (Fig. 3, B and C). These results indicate that ARMC5 BTB domain facilitates formation of the Pol II–recognizant CUL3 complex required for degradation of SPT5-depleted Pol II. On the other hand, BTB deletion had little effect on ARMC5 interaction with Pol II (Fig. 3C). It was previously shown that this interaction is abolished by a single mutation, R593W, derived from an adrenal hyperplasia patient (*27*). Consistent with this finding, addition of the R593W mutation to ∆B (∆Bm) abolished interaction between ARMC5 and Pol II (Fig. 3C) without resulting in a further Pol II degradation defect (Fig. 3B). Neither ∆B nor ∆Bm could mediate Pol II degradation upon SPT5 loss (Fig. 3B). We noted lower protein levels for the FL relative to the ∆B and ∆Bm constructs (Fig. 3B and fig. S3A), consistent with BTB domain–dependent autodegradation (*29*). The FL construct was efficiently stabilized by proteasome inhibitor Velcade/bortezomib, while stability of the ∆B and ∆Bm constructs was largely unchanged (Fig. 3D).

**Fig. 3.**
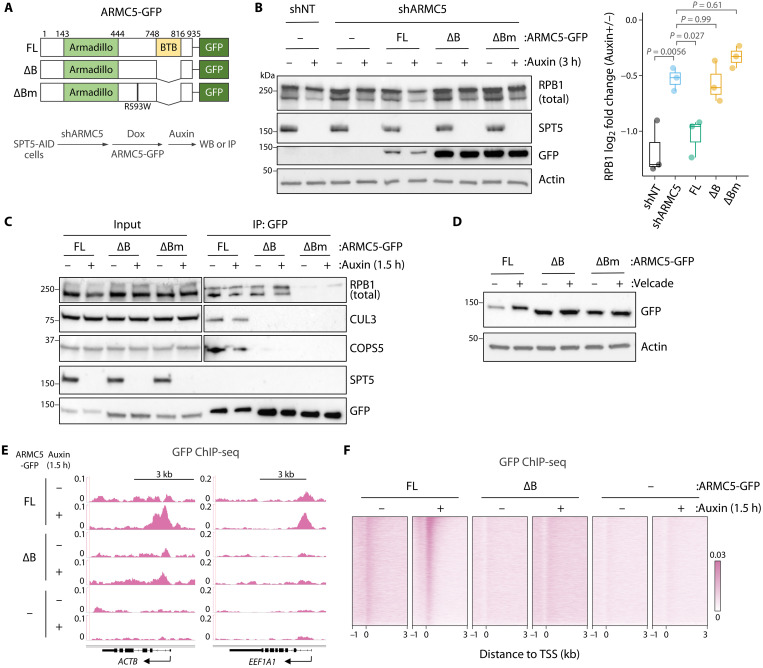
The BTB domain of ARMC5 is required for CUL3 to target SPT5-depleted Pol II. (**A**) Schematic of GFP-tagged ARMC5 constructs. (**B**) Western blot analysis of whole-cell extracts from ARMC5-GFP construct–expressing SPT5-AID cells treated with auxin (500 μM, 3 hours). Box plot shows fold change of RPB1 protein upon SPT5 loss. *N* = 3, Tukey’s test. (**C**) Western blot analysis of ARMC5-GFP IP showing interaction with Pol II and CUL3 in ARMC5-GFP construct–expressing SPT5-AID cells treated with auxin (500 μM, 1.5 hours). (**D**) Stability of ARMC5-GFP protein with or without Velcade treatment (1 μM, 6 hours). (**E** and **F**) Representative signal tracks (E) and TSS-centered signal heatmaps (F) for GFP ChIP-seq in ARMC5-GFP construct–expressing SPT5-AID cells treated with auxin (500 μM, 1.5 hours). *N* = 6481.

Given that chromatin-bound, promoter-proximal Pol II is targeted for degradation upon SPT5 loss (*14*), we examined the chromatin localization of ARMC5 in auxin-treated SPT5-AID cells. On the basis of the Pol II abundance in a time-course auxin treatment, we chose to use the 1.5-hour time point, at which no SPT5 is detectable in whole-cell lysates (Fig. 1G) but most Pol II remains on chromatin (fig. S4, A to C). We reasoned that this remaining Pol II would be enriched for ARMC5 interaction. We performed GFP ChIP-seq in SPT5-AID cells expressing ARMC5-GFP constructs and found that ARMC5-GFP (FL) signal is substantially increased at promoter-proximal regions in response to SPT5 loss (Fig. 3, E and F). In the presence of SPT5, a weak signal of ARMC5 (FL) was detected in cells expressing ARMC5-GFP (FL) compared to the background signal observed in the no-GFP control (Fig. 3, E and F). Deletion of the BTB domain (∆B) abolished recruitment of ARMC5 to promoter-proximal regions (Fig. 3, E and F). This stands in contrast to the finding that the ARMC5 BTB is dispensable for interaction with bulk Pol II (Fig. 3C).

### CDK9 activity is required for ARMC5 interaction with promoter-proximal Pol II

The fact that CDK9 inhibition blocks degradation of SPT5-depleted Pol II suggests that CDK9 could regulate ARMC5 recruitment to chromatin-bound Pol II. To examine this possibility, we treated ARMC5-GFP–expressing SPT5-AID cells with the CDK9 inhibitor NVP-2 followed by auxin and performed GFP ChIP-seq to assess ARMC5 chromatin occupancy. Compared to the high levels of signal observed upon single auxin treatment, ARMC5 ChIP-seq signal was largely decreased by double treatment with NVP-2 and auxin (Fig. 4, A to C). Thus, CDK9 kinase activity appears to regulate ARMC5 recruitment to promoter-proximal Pol II, in good agreement with our initial MS results (Fig. 1D). To verify this CDK9-dependent Pol II–ARMC5 interaction, we performed IP for Pol II in ARMC5-GFP–expressing SPT5-AID cells treated with NVP-2 followed by auxin. As expected, single NVP-2 treatment led to loss of phosphorylation at Pol II C-terminal domain (CTD) serine-2/serine-5 (Fig. 4D), which are the direct targets of CDK9 (*30*, *31*). While no appreciable Pol II–ARMC5 interaction was observed in the untreated condition, the Pol II–ARMC5 interaction was clearly evident upon SPT5 depletion (Fig. 4D). The Pol II–CUL3 interaction was also enhanced by SPT5 depletion, suggesting a recruitment of the CUL3-ARMC5 ubiquitin ligase complex to SPT5-depleted Pol II. NVP-2 pretreatment abolished Pol II interaction with ARMC5 and diminished its interaction with CUL3 (Fig. 4D). Partial loss of CUL3 in this condition (Fig. 4D) implies that Pol II immunoprecipitants might contain other CUL3 substrates. Together, these results indicate that CDK9 activity is required for ARMC5 interaction with promoter-proximal Pol II, leading to an efficient elimination of SPT5-depleted Pol II specifically at promoter-proximal regions.

**Fig. 4.**
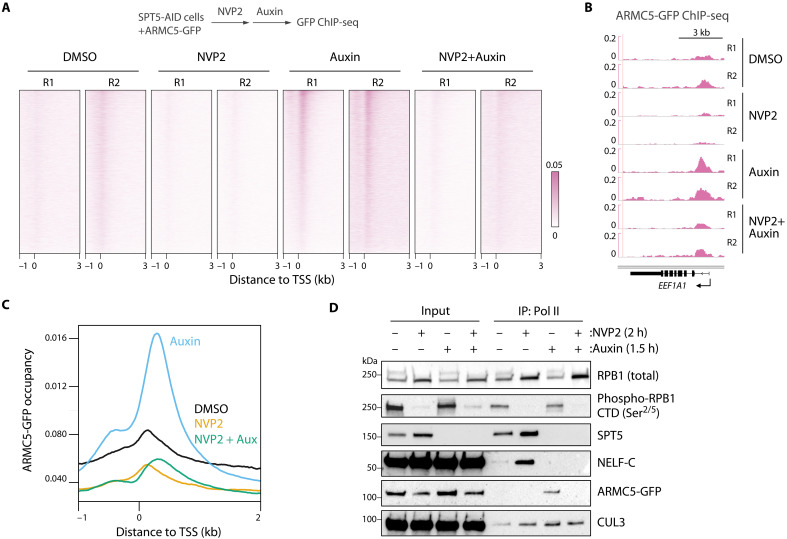
ARMC5 interaction with Pol II requires CDK9 activity. (**A** to **C**) TSS-centered signal heatmaps (A), representative signal tracks (B), and TSS-centered average signal plot (C) for GFP ChIP-seq in ARMC5-GFP–expressing SPT5-AID cells treated with NVP-2 (250 nM, 2 hours) followed by auxin (500 μM, 1.5 hours). In (A) and (B), data from two biological replicates (R1, R2) are shown. *N* = 6841. (**D**) Western blot analysis of Pol II IP in SPT5-AID cells, treated as in (A) to (C).

**Fig. 5.**
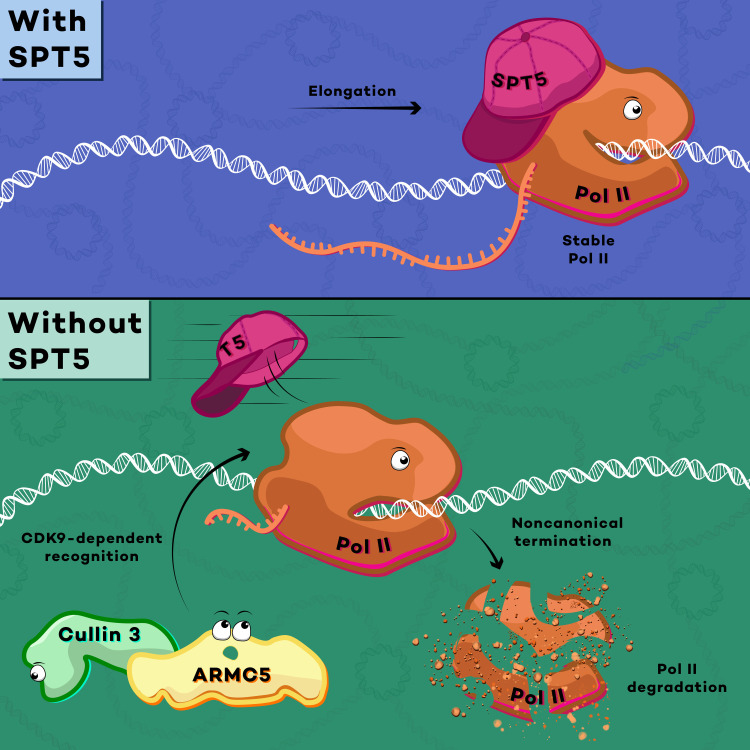
Model for noncanonical termination of promoter-proximal Pol II transcription. SPT5 stabilizes Pol II elongation complex (**top**). Upon SPT5 loss (**bottom**), the ARMC5-CUL3 ubiquitin ligase complex recognizes promoter-proximal Pol II in a CDK9-dependent manner, leading to degradation-dependent transcription termination.

## DISCUSSION

Following our recent identification of the CUL3-dependent Pol II degradation pathway (*14*), it remained unclear how CUL3 recognizes promoter-proximal Pol II and how CDK9 regulates Pol II degradation. Here, our results provide molecular details of the mechanisms that govern degradation of promoter-proximal Pol II: We show that Pol II lacking SPT5 is recognized by the CUL3 adaptor ARMC5 and that ARMC5 interaction with Pol II requires the kinase activity of CDK9 (Fig. 5). Before this study, loss-of-function heterozygous mutations affecting ARMC5 were detected in primary bilateral macronodular adrenal hyperplasia (*28*) and ARMC5 was found to regulate the abundance of bulk Pol II via direct interaction (*26*, *27*). We demonstrate that ARMC5 functions to regulate stability of chromatin-bound, elongating Pol II, in addition to chromatin-free Pol II that is either on the way to its next round of transcription or has just been synthesized by the ribosome. Our biochemical results indicate that ARMC5 targets SPT5-depleted chromatin-bound Pol II only when, and therefore where, CDK9 is active. We previously observed CUL3 occupancy at promoter-proximal regions even in the presence of SPT5. It is likely that ARMC5 searches for Pol II that both lacks SPT5 and contains high CDK9 activity to specifically find defective elongation complex on chromatin. By contrast, it remains largely unclear how degradation of free Pol II is regulated. It is tempting to speculate that CUL3-ARMC5 targets free Pol II that accidently contains high CDK9 activity, which will disturb pause-release regulation if the next transcription cycle is initiated. We note that while our manuscript was under review, Blears *et al.* (*32*) independently reported ARMC5-dependent removal of promoter-proximal Pol II.

Following recognition by CUL3-ARMC5, promoter-proximal Pol II that lacks SPT5 undergoes VCP/p97-dependent unfolding (*14*), which halts transcript elongation. Given our previous finding that SPT5 is required for Pol II processivity and our present findings of defective elongation and a profound growth defect upon SPT5 depletion, neither of which is rescued by restoration of Pol II levels, we consider elongation complexes that lack SPT5 to be truly “defective.” Further, we propose that AMRC5-dependent Pol II degradation constitutes a noncanonical “termination” pathway used to eliminate defective elongation complexes from promoter-proximal regions. This CUL3-dependent pathway stands in contrast to canonical termination as well as noncanonical CUL4-dependent pathways used to rectify elongation complexes stalled at DNA lesions. The canonical termination pathway at the 3′ end of genes uses a process that requires cleavage of nascent RNA around polyadenylation signal (PAS) and the subsequent degradation of uncapped transcripts that remain attached to Pol II (*33*). The CUL4-dependent degradation in response to DNA damage is initiated by CSB that interacts with the Pol II interface adjacent to the upstream DNA, which is also used for interaction with SPT5 (*20*). Previous structural studies suggested that replacement of SPT5 with CSB upon DNA damage is required for the CUL4-dependent degradation (*22*, *34*). Future studies will be needed to identify mechanisms that determine the use of specific cullin ubiquitin ligase and to characterize a context-specific role for SPT5 in Pol II degradation.

Loading of SPT5 onto Pol II is one of the earliest transcriptional elongation events, occurring immediately after the establishment of preinitiation complexes at core promoters (*35*). Dissociation of initiation factors including TFIIE and TFIIH and recruitment of SPT5 take place simultaneously, as mutual binding of both TFIIE and SPT5 to Pol II is disallowed by steric clash (*36*). The TFIIH-associated CDK7 kinase functions to regulate this TFIIE-SPT5 swap (*37*). The transcription factor MYC was also shown to recruit SPT5 via direct interaction (*38*). In the case of dysregulation or dysfunction in these processes, a failure to load SPT5 onto Pol II may be recognized by ARMC5 and rectified by CUL3-mediated degradation of the defective Pol II.

We have provided evidence for unique features of a CUL3-dependent Pol II degradation pathway in human cells. However, many questions remain. What is the critical substrate of CDK9 phosphorylation required for ARMC5 interaction with Pol II? Which lysine residues are ubiquitinated by the CUL3-ARMC5 ligase complex? Moreover, while the SPT5 protein is highly conserved in eukaryotes and broadly conserved across all three domains of life, the pervasiveness of CUL3-dependent degradation pathway and the potential for alternative mechanisms to detect SPT5-deficient Pol II is unclear. It will be important for future studies to address these questions to understand the mechanisms that regulate degradation-dependent transcriptional termination.

## MATERIALS AND METHODS

### Cell culture

The human DLD-1 SPT5-AID cell line was generated in our previous study using AtAFB2 (*14*, *39*). Cells used were cultured in Dulbecco’s modified Eagle’s medium (DMEM) (Sigma, catalog no. D6429) supplemented with 10% fetal bovine serum (FBS) (Sigma, catalog no. F2442) and 1% penicillin-streptomycin (Gibco, catalog no. 15140122) at 37°C in the presence of 5% CO_2_. Auxin (Abcam, catalog no. ab146403) was directly added to culture for SPT5-AID depletion. NVP2 (MedChemExpress, catalog no. HY-12214A) and Velcade/bortezomib (Cayman, catalog no. 10008822) were used to inhibit CDK9 and proteasome, respectively. Cells used in this study tested negative for mycoplasma using PCR-based universal mycoplasma detection kit [American Type Culture Collection (ATCC), catalog no. 30-1012K].

### GFP-tagged ARMC5 and CUL3

The amino acid sequences of the canonical isoforms of ARMC5 (UniProt, Q96C12) and CUL3 (UniProt, Q13618) were used to design the constructs. DNA fragments for ARMC5 and GFP were obtained from Twist Biosciences and inserted into pCW57-MCS1-P2A-MCS2 (Blast) (Addgene, catalog no. 80921) using NEBuilder HiFi DNA assembly (NEB, catalog no. M5520A). DNA fragments for CUL3 and GFP were assembled with the pCW57-MCS1-P2A-MCS2 (Puro) (Addgene, catalog no. 71782). Plasmid sequences were determined using Plasmidsaurus long-read sequencing service or ACGT Inc. service provided by Northwestern University Sanger sequencing core. Lentivirus production and infection were performed as described below. The infected cells were cultured in the presence of blasticidin (5 μg/ml; Gibco, catalog no. A1113903) or puromycin (2 μg/ml) for selection. Doxycycline (1 μg/ml; Sigma, catalog no. D9891-1G) was used to induce expression of GFP-tagged genes.

### Growth assay

Cells (35,000) were seeded onto six-well plates and treated with 500 μM auxin on the next day (day 0). For each time point, cells were fixed in 4% formaldehyde (Sigma, catalog no. 252549) in phosphate-buffered saline (PBS) for 20 min at room temperature. The fixed cells were stained by crystal violet solution (Sigma, catalog no. HT90132). The stain was dissolved in 10% acetic acid. Absorbance at 590 nm was measured by Spark microplate reader (Tecan).

### shRNA knockdown

GIPZ lentiviral shRNA constructs against CUL3 (RHS4430-200161789), ARMC5 (RHS4430-200295250, RHS4430-200297132), BTBD2 (RHS4430-200226126, RHS4430-200226529), KLHL7 (RHS4430-200213137, RHS4430-200264380), and DDB1 (RHS4430-200187615, RHS4430-200223811) from Horizon Discovery were used. NT shRNA (RHS4346) was used as a negative control.

GIPZ shRNA, psPAX2, and pMD2.G plasmids were cotransfected into 293T cells (ATCC, catalog no. CRL-3216) using Lipofectamine 3000 (Invitrogen, catalog no. L3000015) for shRNA lentiviral production. Lentivirus in supernatant was precipitated using Lenti-X concentrator (Takara, catalog no. 631232) and resuspended in serum-free DMEM. The concentrated virus was snap-frozen in liquid nitrogen and stored at −80°C. SPT5-AID cells were infected with shRNA lentivirus in the presence of polybrene (8 μg/ml; Sigma, catalog no. TR-1003). The infected cells were selected in the presence of puromycin (2 μg/ml; Gibco, catalog no. A11138-03).

### Western blotting

Whole-cell extracts were prepared by direct cell lysis in 2× Laemmli buffer and boiled for 8 min. Proteins were separated in 4 to 20% Mini-PROTEAN TGX Precast Proteins Gels (Bio-Rad, catalog nos. 4561094 and 4561096) and transferred to nitrocellulose membranes. Membranes were stained with 0.1% Ponceau S in 5% acetic acid. Following blocking with 5% milk/tris-buffered saline with Tween 20 (TBST), membranes were incubated with primary antibodies diluted in 5% bovine serum albumin (BSA)/TBST or 1% milk/TBST at 4°C overnight. After washes with TBST, membranes were incubated with secondary horseradish peroxidase (HRP)–linked antibodies diluted in 1% milk/TBST for 1 hour at room temperature. Immobilon Crescendo Western HRP substrate (Millipore, catalog no. WBLUR0500) was used for chemiluminescence. Signal was detected on ChemiDoc imaging system (Bio-Rad). Antibodies used in this study are listed in table S2.

### Chromatin/nuclear fractionation

Cells were lysed in hypotonic nuclei EZ lysis buffer (Sigma, catalog no. NUC101) supplemented with protease/phosphatase inhibitors (Thermo Fisher Scientific, catalog nos. A32965 and A32957) for 5 min on ice. Following centrifugation (9800*g*, 4°C, 3 min), nuclei were incubated in nuclei EZ lysis buffer supplemented with 500 mM NaCl and protease/phosphatase inhibitors for 15 min on ice. Samples were centrifuged (20,000*g*, 4°C, 3 min) to separate soluble nuclear fraction from insoluble chromatin pellet. Fractions were mixed with Laemmli buffer and boiled. Chromatin fraction was passed through 27-gauge needles to reduce viscosity. Each fraction was analyzed in SDS-PAGE (polyacrylamide gel electrophoresis)/Western blotting.

### ChIP sequencing

Twenty-five million cells were fixed in 1% (w/v) formaldehyde (Thermo Fisher Scientific, catalog no. 28908)–containing PBS for 10 min at room temperature. Glycine (250 mM) was added to quench for 5 min at room temperature. Following washing with PBS, fixed cells were collected using scrapers, snap-frozen, and stored at −80°C.

Fixed cells were lysed in lysis buffer 1 [50 mM Hepes (pH 7.5), 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% IGEPAL CA-630, 0.25% Triton X-100, protease inhibitor (Sigma, catalog no. P8340)] for 10 min at 4°C. Samples were centrifuged at 1350*g* for 3 min at 4°C, and pellets were washed in lysis buffer 2 [10 mM tris-HCl (pH 8.0), 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, protease inhibitor] for 10 min at 4°C. Pellets were then resuspended in lysis buffer 3 [10 mM tris-HCl (pH 8.0), 1 mM EDTA, 0.1% SDS, protease inhibitor] and solubilized on E220 focused-ultrasonicator (Covaris) using milliTUBE 1 ml AFA Fiber tube (Covaris, catalog no. 520130) with 10% duty cycle, 140 peak intensity power, and 200 cycles per burst for 600 s at 4°C.

Following centrifugation at 20,000*g* for 15 min at 4°C, supernatants were mixed with spike-in chromatin and one-ninth volume of 10× ChIP dilution buffer (10% Triton X-100, 1 M NaCl, 1% sodium deoxycholate, 5% N-lauroylsarcosine, 5 mM EGTA). For spike-in chromatin, mouse embryonic fibroblasts or *Drosophila* S2 fly cells were used. Chromatin samples were incubated with antibodies overnight at 4°C. For GFP ChIP, fly spike-in chromatin was captured by spike-in normalization antibody (Active Motif, catalog no. 61686). Dynabeads Protein G was added to the samples and incubated for 4 hours at 4°C. Beads were washed four times with radioimmunoprecipitation assay (RIPA) buffer [50 mM Hepes (pH 7.5), 500 mM LiCl, 1 mM EDTA, 1% IGEPAL CA-630, 0.7% sodium deoxycholate] and once with TEN buffer [tris-EDTA (TE) + 50 mM NaCl], followed by elution in elution buffer [50 mM tris-HCl (pH 8.0), 10 mM EDTA, 1% SDS] supplemented with proteinase K (400 μg/ml; Sigma, catalog no. 3115887001) overnight at 65°C on themomixer at 1200 rpm. DNA was purified using QIAquick PCR Purification Kit (Qiagen, catalog no. 28106). KAPA HyperPrep Kit (Roche, catalog no. KR0961) was used to prepare libraries for sequencing on NovaSeq 6000 (Illumina) or Nextseq 2000 (Illumina).

ChIP-seq data analysis: Raw reads were quality-trimmed using trimmomatic 0.39 (*40*) and aligned to a concatenated genome assembly (hg38 + mm10, or hg38 + dm6) using bowtie 2.4.5 with --sensitive option (*41*). Reads with mapping quality (MAPQ) ≥30 were used to generate bigwig coverage files. Read counts were normalized to total mapped reads in spike-in genome. Heatmaps and average profiles were generated using deepTools 3.5.1 (*42*). Genes used in ChIP-seq analysis were selected, and TSSs for these genes were identified de novo based on our previous PRO-cap data in DLD-1 cells (*8*, *14*). Sequencing data from Gene Expression Omnibus (GEO): GSE168827 were reanalyzed and shown in Fig. 1 (B and C).

### RNA sequencing

RNeasy Mini kit and QIAshredder (Qiagen, catalog nos. 74106 and 79656) were used to extract total RNA. On-column deoxyribonuclease (DNase) digestion was performed to eliminate genomic DNA. cDNA synthesis and library preparation were performed using NEBNext Poly(A) mRNA magnetic isolation module (NEB, catalog no. E7490) and NEBNext Ultra II RNA library prep kit for Illumina (NEB, catalog no. E7770). Libraries were sequenced on Nextseq 2000 (Illumina).

RNA-seq data analysis: After quality-trimming using cutadapt 4.2 (*43*), reads were applied to transcript quantification using salmon 1.9.0 with --gcBias option (*44*) and summarization using tximeta (*45*). 

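The deposited values cover 177456 transcripts in each library. Their identifiers were matched without the version number to GENCODE release 44, which placed 165533 transcripts in 35810 genes. The version was the same for 151923 of these and the length for 152530. The other 11923 transcripts matched no gene and held between 2.96% and 3.04% of the reads of a library, and they were left out. The paper's text does not name the transcript set used for RNA-seq. Of the matched transcripts, 79.96% were listed directly after a matched transcript of the same gene.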

Genes with ≥10 counts in at least three samples were retained. 

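With DESeq2 1.42.0 in place of edgeR, on the same counts without a length offset, 879 genes were called, 794 of them also called with edgeR, and 1602 genes had no adjusted P value. With the average transcript length as an offset in DESeq2, 568 genes were called, 421 of them also called with edgeR, and 2135 genes had no adjusted P value. Without the filter on low counts, edgeR called 1537 of the 21413 genes with at least 1 count.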

Differential expression analysis was performed using DESeq2 1.44.0 (*46*). Differences with adjusted *P* value <0.1 were considered significant. For visualization, log_2_ fold change shrinkage was performed using ashr (*47*). 

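With fry in place of camera, 6 of the 10 gene lists passed the threshold, and with the correlation between genes estimated from the data 5 did, against 7 with the preset correlation of 0.01. The list of ATF4 targets was lost in both cases (adjusted P = 0.144 and 0.331). The list of tubulins, actins and IQGAPs was lost with the estimated correlation (adjusted P = 0.178). The 16 Pol II subunit genes were not shifted (median log2 fold change -0.04, adjusted P = 0.496), and 0 of them were called, also when adjusted over the list alone. The 35 replication-dependent histone genes had a median of 0.14 (adjusted P = 0.145), with 2 called higher, H1-2 and H2BC12, and the same number when adjusted over the list alone. Histone mRNAs mostly lack a polyadenylate tail, and the libraries were made from polyadenylated RNA.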

GSEA (gene set enrichment analysis) was performed using ReactomePA (*48*).

### Reverse transcription-qPCR

Extraction of total RNA and elimination of genomic DNA were carried out as mentioned above. Reverse transcription and real-time qPCRs were performed using Luna universal one-step RT-qPCR kit (NEB, catalog no. E3005S) on CFX Connect real-time system (Bio-Rad). PrimeTime predesigned qPCR primers for ARMC5 (Hs.PT.58.21355090.g), BTBD2 (Hs.PT.58.21450467), and Actin (Hs.PT.39a.22214847) from IDT were used to quantify each target transcript.

### Immunoprecipitation

Pol II IP was performed using nuclei, and SPT5/GFP IP was performed using whole-cell extracts. For nuclei isolation, 60 million cells were first treated with 250 nM NVP2 for 2 hours followed by treatment with 500 μM auxin for 3 hours. Cell culture plates were washed with cold PBS twice at 4°C. Lysis buffer [10 mM tris-HCl (pH 7.4), 10 mM KCl, 1.5 mM MgCl_2_, 12% (w/v) sucrose, 10% (v/v) glycerol, 0.2% Triton X-100, protease inhibitor EDTA-free (Thermo Fisher Scientific, catalog no. A32965), phosphatase inhibitor EDTA-free (Thermo Fisher Scientific, catalog no. A32957), 0.5 mM dithiothreitol (DTT)] was added to the cells and incubated for 5 min. Cell lysates were collected using scrapers and centrifuged at 800*g* for 5 min at 4°C. Pellets were resuspended in the lysis buffer again. Sucrose cushion buffer [10 mM tris-HCl (pH 7.4), 10 mM KCl, 1.5 mM MgCl_2_, 30% (w/v) sucrose, 0.5 mM DTT] was added as a layer beneath the resuspended pellet. Samples were centrifuged at 800*g* for 20 min at 4°C. Pellets were resuspended in freezing buffer [10 mM tris-HCl (pH 7.4), 10 mM KCl, 1.5 mM MgCl_2_, 40% (v/v) glycerol, 0.5 mM DTT], snap-frozen in liquid nitrogen, and stored at −80°C. For whole-cell extracts, 20 million cells were trypsinized, washed with PBS, snap-frozen, and stored at −80°C.

Chromatin digestion: For Pol II IP, nuclei pellets were resuspended in benzonase-containing chromatin digestion buffer [20 mM tris-HCl (pH 7.4), 150 mM NaCl, 1.5 mM MgCl_2_, 10% glycerol, 0.05% IGEPAL, protease inhibitor EDTA-free, phosphatase inhibitor EDTA-free, 0.5 mM DTT, benzonase (1 U/μl; Sigma, catalog no. E1014)] and incubated for 1 hour at 4°C with rotation. Samples were centrifuged at 20,000*g* for 5 min at 4°C. Supernatants were collected in 5-ml tubes. Pellets were resuspended in chromatin-2 buffer (chromatin digestion buffer with 500 mM NaCl and 3 mM EDTA) and incubated at 4°C with rotation for 30 min and then diluted in chromatin-3 buffer (chromatin digestion buffer with 3 mM EDTA) to lower the NaCl concentration to 185 mM. Lysates were centrifuged at 20,000*g* for 5 min at 4°C, and supernatants were pooled with the first supernatant. For SPT5/GFP chromatin digestion, cell pellets were resuspended in benzonase-containing chromatin digestion buffer and incubated for 1 hour at 4°C with rotation. EDTA (1 mM) was added to each sample, and samples were centrifuged at 20,000*g* for 5 min at 4°C. Supernatants were used for IP.

IP: For Pol II or SPT5 IP, antibody-bound Dynabeads Protein G (Invitrogen, catalog no. 10004D) was incubated with lysates for 90 min at 4°C. For GFP IP, GFP-trap magnetic agarose beads (Proteintech, catalog no. gtma) were added to the lysates and incubated at 4°C for 1 hour. Beads were washed with washing buffer [20 mM tris-HCl (pH 7.4), 150 mM NaCl, 1.5 mM MgCl_2_, 10% glycerol, 0.05% IGEPAL, 0.5 mM DTT] three times and with 100 mM ammonium bicarbonate twice. Pol II and SPT5 immunoprecipitants were eluted in mild elution buffer [0.1% (w/v) SDS, 50 mM tris-HCl (pH 8.0), 1 mM EDTA]. GFP immunoprecipitants were eluted in acidic elution buffer (0.2 M glycine, pH 2.5) followed by neutralization with 1 M tris-HCl (pH 10.4). Eluates were snap-frozen in liquid nitrogen and stored at −80°C.

### Mass spectrometry

Filter-aided sample preparation methods—Orbitrap Exploris data-independent acquisition (DIA): Protein samples were reduced, alkylated, and digested using filter-aided sample preparation (*49*) with sequencing-grade modified porcine trypsin (Promega). Tryptic peptides were then separated by reversed-phase XSelect CSH C18 2.5 μm resin (Waters) on an in-line 150 × 0.075 mm column using an UltiMate 3000 RSLCnano system (Thermo Fisher Scientific). Peptides were eluted using a 60-min gradient from 98:2 to 65:35 buffer A:B ratio. Eluted peptides were ionized by electrospray (2.2 kV) followed by MS analysis on an Orbitrap Exploris 480 mass spectrometer (Thermo Fisher Scientific). To assemble a chromatogram library, six gas-phase fractions were acquired on the Orbitrap Exploris with 4 mass/charge ratio (*m*/*z*) DIA spectra (4 *m*/*z* precursor isolation windows at 30,000 resolution, normalized automatic gain control (AGC) target 100%, maximum inject time 66 ms) using a staggered window pattern from narrow mass ranges with optimized window placements. Precursor spectra were acquired after each DIA duty cycle, spanning the *m*/*z* range of the gas-phase fraction (i.e., 496 to 602 *m*/*z*, 60,000 resolution, normalized AGC target 100%, maximum injection time 50 ms). For wide-window acquisitions, the Orbitrap Exploris was configured to acquire a precursor scan (385 to 1015 *m*/*z*, 60,000 resolution, normalized AGC target 100%, maximum injection time 50 ms) followed by 50× 12 *m*/*z* DIA spectra (12 *m*/*z* precursor isolation windows at 15,000 resolution, normalized AGC target 100%, maximum injection time 33 ms) using a staggered window pattern with optimized window placements. Precursor spectra were acquired after each DIA duty cycle. Buffer A = 0.1% formic acid, 0.5% acetonitrile; Buffer B = 0.1% formic acid, 99.9% acetonitrile.

Following data acquisition, data were searched using an empirically corrected library against the UniProt *Homo sapiens* database (January 2023) and a quantitative analysis was performed to obtain a comprehensive proteomic profile. Proteins were identified and quantified using EncyclopeDIA (*50*) and visualized with Scaffold DIA (version 3.3.1) using 1% false discovery thresholds at both the protein and peptide level. Protein MS2 exclusive intensity values were assessed for quality using ProteiNorm (*51*). The data for GFP-CUL3 IP were normalized using Cyclic Loess (*52*) and analyzed using proteoDA to perform statistical analysis using Linear Models for Microarray Data (limma) with empirical Bayes (eBayes) smoothing to the standard errors (*52*, *53*). Proteins with a false discovery rate (FDR)–adjusted *P* value <0.01 and a fold change >2 were considered significant. Protein annotation for SKP1/BTB/POZ domain superfamily (InterPro, IPR011333) was used to search for the BTB proteins. For Pol II IP data, outlier samples with many missing values were discarded based on quality assessment using ProteiNorm (*51*). Using proteoDA (*53*), proteins found in >0.66 proportion of samples within each group were retained and contaminants were filtered out. Log_2_-transformed protein intensities were normalized to Pol II–specific core subunits, according to global standard normalization method in MSstats (*54*). Following imputation using QRILC (*55*), protein intensities for BTB, CUL3, DSIF, and NELF proteins were applied for clustering with row-wise scaling using pheatmap (*56*).

### Statistical analysis

Analysis of variance (ANOVA) and post hoc Tukey HSD (honestly significant difference) tests were used for multiple pairwise comparisons in growth assay, quantitative Western blotting, and RT-qPCR data to control family-wise error rate. Wald test in DESeq2 package was used for RNA-seq analysis. Limma moderated *t* test was used for GFP-CUL3 IP-MS data analysis. Benjamini-Hochberg procedure was used for Wald and limma tests to control FDR. *N*, number of biological replicates or number of genes tested.

# Supplementary material for: SPT5 regulates RNA polymerase II stability via Cullin 3–ARMC5 recognition
**Source:** Sci Adv. 2025 Jan 24;11(4):eadt5885. doi: 10.1126/sciadv.adt5885
**Supplement:** Supplementary file 1 — Figs. S1 to S4 Legend for table S1 Table S2

Supplementary Materials for  
**SPT5 regulates RNA polymerase II stability via Cullin 3–ARMC5 recognition**

Yuki Aoi *et al.*

*Sci. Adv.* **11**, eadt5885 (2025)  
DOI: 10.1126/sciadv.adt5885

**The PDF file includes:**

Figs. S1 to S4  
Legend for table S1  
Table S2

**Other Supplementary Material for this manuscript includes the following:**

Table S1

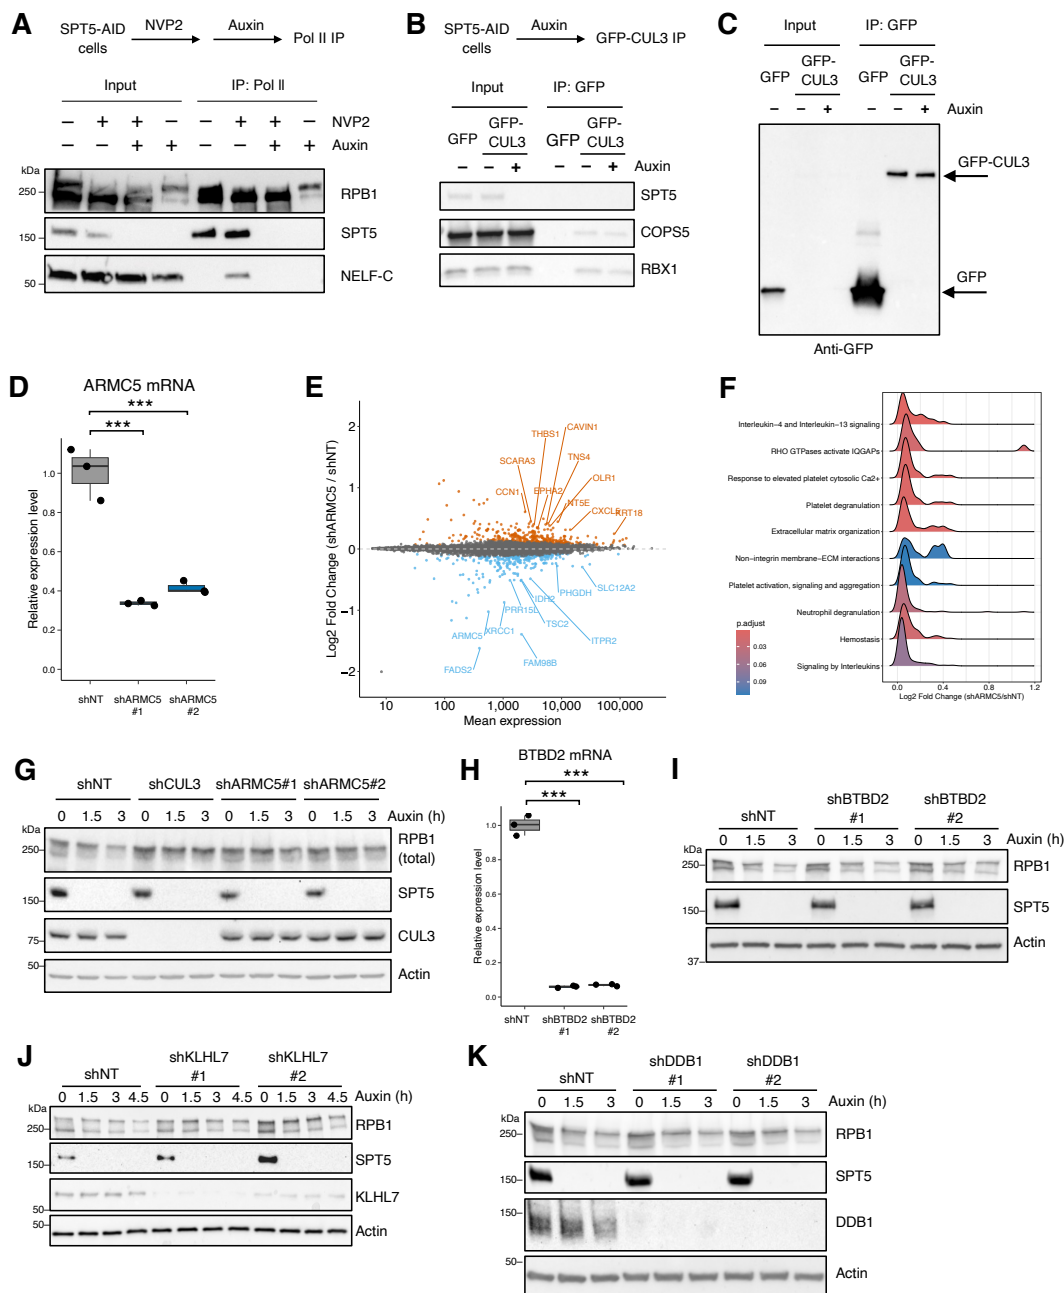

**Fig. S1. Analysis of Pol II-associated BTB proteins.** (A) Western blot analysis of Pol II IP in SPT5-AID cells treated with NVP-2 (250 nM, 2h), followed by auxin (500  $\mu$ M, 3h). (B, C) Western blot analysis of GFP-CUL3 IP in SPT5-AID cells that express GFP-CUL3 constructs, treated with auxin (500  $\mu$ M, 3h). Expression of the GFP control or GFP-CUL3 was induced by doxycycline. (D) RT-qPCR results for ARMC5 knockdown in SPT5-AID cells are shown in box plot.  $n = 3$ . (E) MA plot showing log2 fold change versus mean expression in SPT5-AID cells with ARMC5 shRNA knockdown compared to the non-targeting (NT) shRNA control.  $N = 14,291$ ,  $n = 3$ . Transcripts with adjusted  $P$  value  $< 0.1$  are shown in orange or blue. (F) Gene set enrichment analysis (GSEA) for the differentially expressed genes in (D). The color scale indicates adjusted  $P$  values for enrichment. (G-K) Analysis of RPB1 stability. In (G,I,J,K) Western blot analysis of whole-cell extracts from SPT5-AID cells treated with the indicated shRNA constructs followed by time-course auxin treatment (500  $\mu$ M). In (H), RT-qPCR results are shown for BTBD2 knockdown in SPT5-AID cells.  $n = 3$ . \*\*\* $P < 0.001$  (Tukey's test).

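The genes with the largest changes were taken among those called, with a mean of at least 1 CPM and with all shARMC5 libraries on the same side of all shNT libraries. The lowest was EIF4EP2, a processed pseudogene on chromosome 17 from 49424269 to 49424922, which had no reads in shARMC5 cells and 95, 93 and 28 reads in shNT replicates 1, 2 and 3. By counting error alone this is at least 23.0-fold lower, taken against a floor of 3 counts. The bound does not cover how salmon divided reads among similar transcripts, which was not tested. Transcripts at 0 in 1 whole group, with at least 50 reads in each other library, numbered 55, against 40 to 63 in other splits of the libraries. EIF4EP2 had too few reads in shNT replicate 3 to be in that count. EPB41L4A (log2 fold change -2.78, standard error 0.30) and FANCB (-2.49, standard error 0.27) came next, with 8 to 107 and 40 to 437 reads per library. With the unmatched transcript listed after each gene added to it, they had log2 fold changes of -0.04 (adjusted P = 0.940) and -0.16 (adjusted P = 0.389). EPB41L4A was also not called with the transcript length offset in edgeR (-1.23, adjusted P = 0.289). ZNF836 had a log2 fold change of -1.56 (adjusted P = 0.0185) on 8 to 58 reads, and its sign changed with that offset (0.23) and with its next unmatched transcript added (0.093). The highest was ENSG00000255439 on chromosome 16 from 31083439 to 31094956, which overlaps PRSS53 and VKORC1 on the same strand. PRSS53 was called lower (log2 fold change -0.75, adjusted P = 0.0237) and VKORC1 was not called (0.12, adjusted P = 0.333). Its log2 fold change was 3.14 (standard error 0.36), and 1.40 with the length offset, where it was not called (adjusted P = 0.207). IQGAP2 rose by 1.48 (standard error 0.17, adjusted P = 6.48e-05). The HERC3 entry ENSG00000287542 rose by 1.48 (standard error 0.27). The other HERC3 entry, ENSG00000138641, which overlaps it, was called lower (log2 fold change -0.32, adjusted P = 0.0864). How reads were divided between these entries was not tested. ARMCX5-GPRASP2, which overlaps GPRASP2, rose by 1.39 (standard error 0.37) on 11 to 50 reads and was not called in 4 of 13 alternatives. These were the transcript length offset in edgeR (adjusted P = 0.217) and the fits without shNT replicate 2 (0.121), shARMC5 replicate 3 (0.156) or shNT replicate 3 (0.143). ANKRD1 rose by 1.23 (standard error 0.21, adjusted P = 0.00194).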

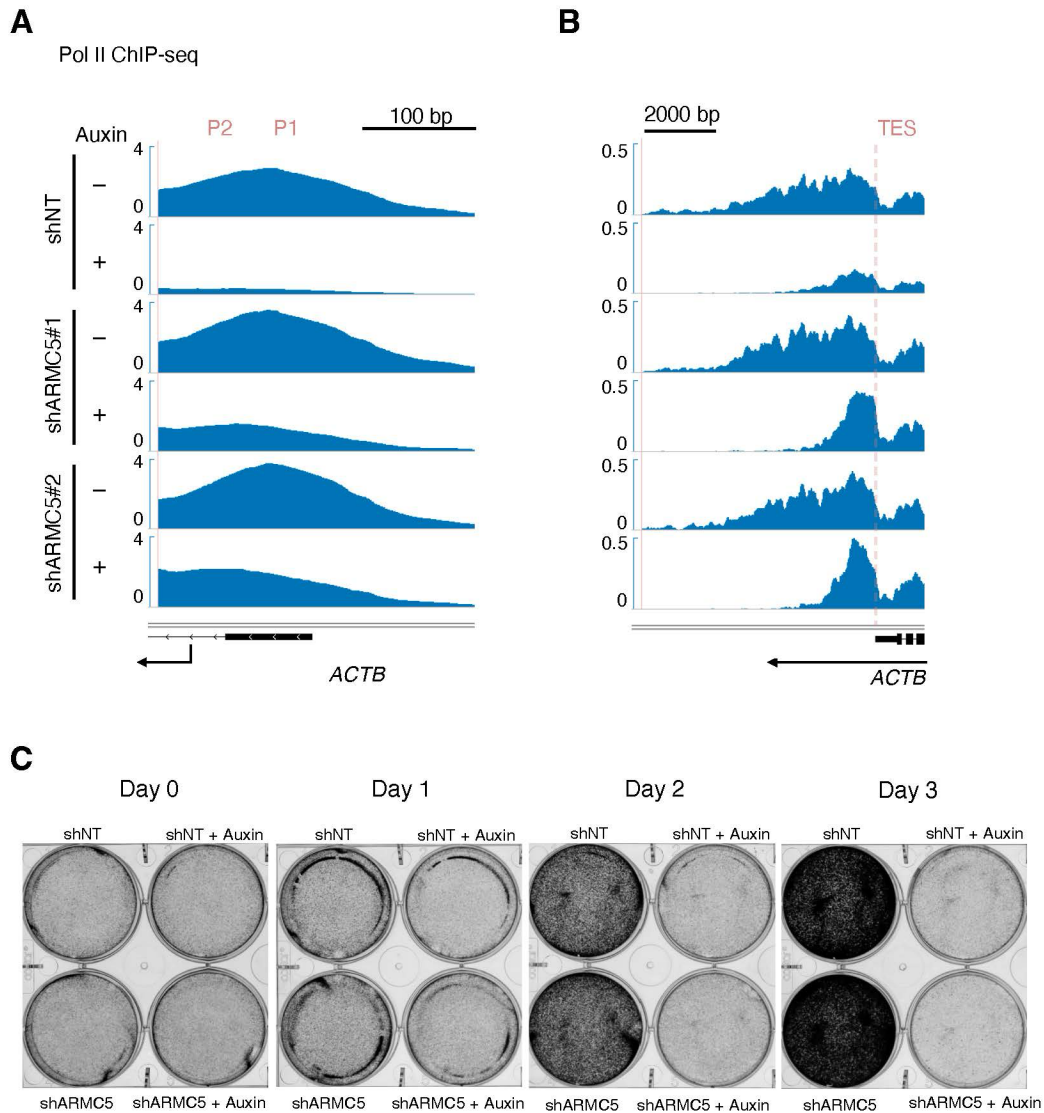

**Fig. S2. Analysis of ARM5 shRNA knockdown in SPT5-AID cells.** (A, B) Close views of representative signal tracks at TSS (A) and TES (B) for Pol II ChIP-seq in SPT5-AID cells treated with ARM5 shRNA followed by auxin (500  $\mu$ M, 3h). P1: the first pause site; P2: the second pause site. (C) Crystal violet staining for SPT5-AID cells treated with ARM5 shRNA followed by auxin (500  $\mu$ M). Auxin was added to culture on Day 0 and cell growth was monitored every 24h.

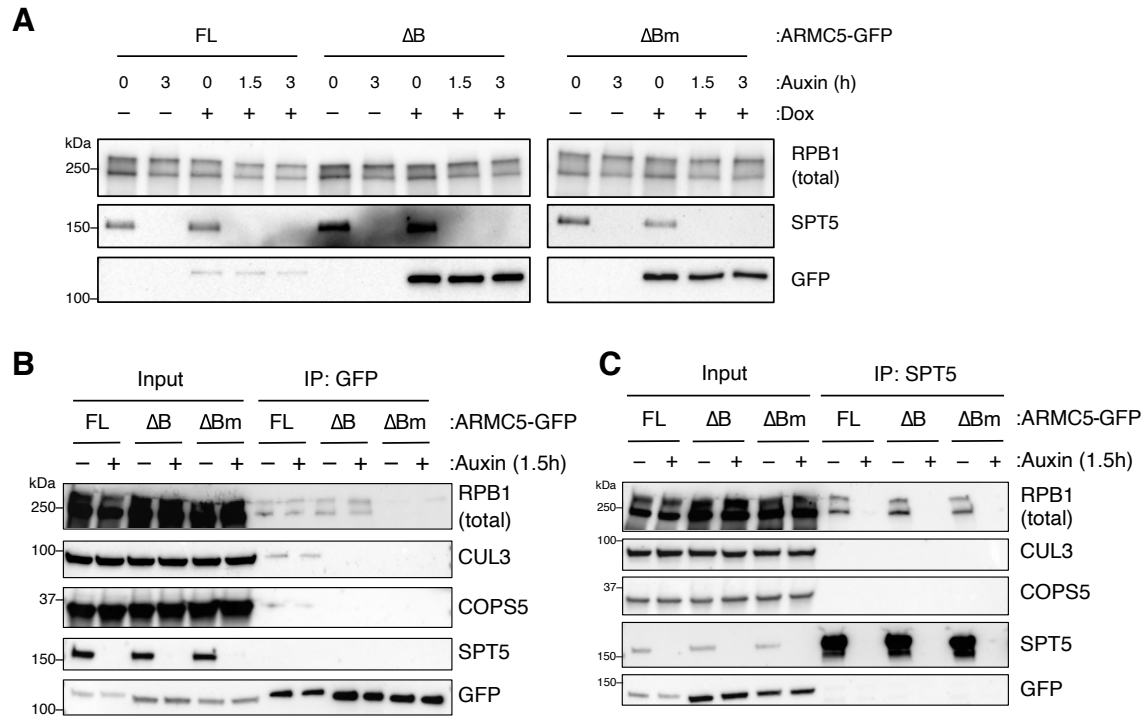

**Fig. S3. Analysis of SPT5-AID cells expressing ARMC5-GFP constructs.** (A) Western blot analysis of whole-cell extracts from SPT5-AID cells with time-course auxin treatment (500  $\mu$ M). Full-length (FL), BTB domain-deleted ( $\Delta B$ ), or BTB domain-deleted with R593W mutation ( $\Delta Bm$ ) ARMC5-GFP construct expression was induced by doxycycline. (B) The original blots for Fig. 3C showing the co-IP efficiency. (C) SPT5 immunoprecipitation showing no appreciable CUL3-ARMC5 ligase complex. Prior to immunoprecipitation, ARMC5-GFP-expressing SPT5-AID cells were treated with auxin (500  $\mu$ M, 1.5h).

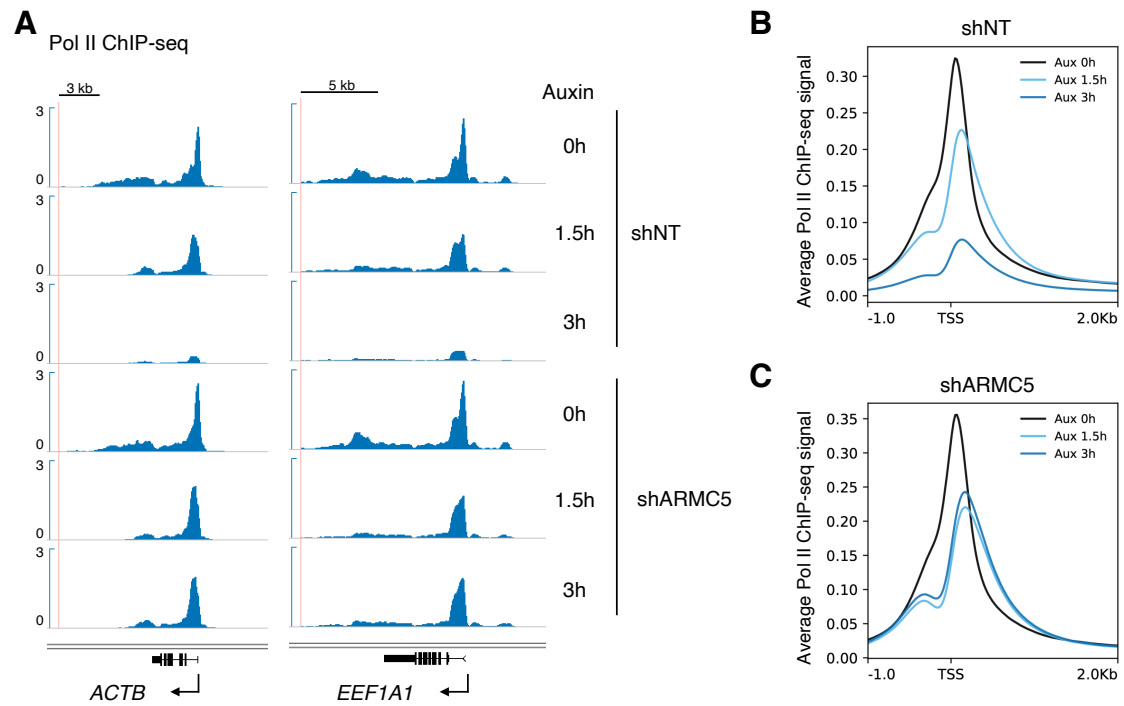

**Fig. S4. Analysis of time-course Pol II ChIP-seq data.** (A-C) Representative signal tracks (A) and TSS-centered plots of average signal (B, C) for Pol II ChIP-seq in time-course auxin treatment. SPT5-AID cells were treated with ARMC5 shRNA followed by auxin (500  $\mu$ M) for 0, 1.5h, or 3h.

**Table S1. Quantification of Pol II IP and GFP-CUL3 IP MS data.** Log-transformed protein abundances in IP-MS data, related to Fig. 1D and 1E, are shown in the spreadsheet (a separate .xlsx file). For Pol II IP-MS, the data was normalized to the Pol II-specific core subunits (see Materials & Methods). For GFP-CUL3 IP, the result of statistical analysis for the +/- auxin conditions is also shown.

| Antibody                             | Application     | Source                    | Identifier                       |
|--------------------------------------|-----------------|---------------------------|----------------------------------|
| RPB1 NTD [D8L4Y]                     | WB and ChIP-seq | Cell Signaling Technology | Cat# 14958, RRID: AB_2687876     |
| RPB1 CTD [4H8]                       | IP              | Cell Signaling Technology | Cat# 2629, RRID: AB_2167468      |
| Phospho-RPB1 CTD (Ser2/Ser5) [D1G3K] | WB              | Cell Signaling Technology | Cat# 13546S, RRID: AB_2798253    |
| GFP-Trap Magnetic Agarose beads      | IP              | Proteintech               | Cat# gtma, RRID: AB_2631358      |
| SPT5                                 | WB and IP       | BD Biosciences            | Cat# 611107, RRID: AB_398420     |
| CUL3                                 | WB              | Bethyl                    | Cat# A301-109A, RRID: AB_873023  |
| GFP [B-2]                            | WB              | Santa Cruz                | Cat# sc-9996, RRID: AB_627695    |
| GFP [5G4]                            | ChIP-seq        | Cell Signaling Technology | Cat# 55494, RRID: AB_3101977     |
| COPS5 [D15G6]                        | WB              | Cell Signaling Technology | Cat# 9444, RRID: AB_2797702      |
| NELF-C [D5G6W]                       | WB              | Cell Signaling Technology | Cat# 12265, RRID: AB_2797862     |
| $\beta$ -Actin [8H10D10]             | WB              | Cell Signaling Technology | Cat# 3700S, RRID: AB_2242334     |
| KHLH7                                | WB              | Invitrogen                | Cat# PA5-56167, RRID: AB_2643184 |
| RBX1 [D3J5I]                         | WB              | Cell Signaling Technology | Cat# 11922, RRID: AB_2797769     |
| DDB1                                 | WB              | Cell Signaling Technology | Cat# 5428S, RRID: AB_10634753    |
| CDK9 [D-7]                           | WB              | Santa Cruz Biotechnology  | Cat# sc-13130, RRID: AB_627245   |
| Spike-in antibody                    | ChIP-seq        | Active Motif              | Cat# 61686, AB_2737370           |
| HRP-linked anti-rabbit               | WB              | Cytiva                    | Cat# NA934, RRID: AB_772206      |
| HRP-linked anti-mouse                | WB              | Cytiva                    | Cat# NA931, RRID: AB_772210      |

**Table S2. Antibodies used in this study.**

How the deposited data were processed for this re-analysis (not part of the article)

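RNA-seq libraries of SPT5-AID cells with shARMC5 or shNT, 3 replicates each, were analysed. ChIP-seq, mass spectrometry, RT-qPCR, growth and Western blots were not analysed here. Conditions were taken from the sample labels and the paper.

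The authors trimmed the reads with cutadapt 4.2 and quantified transcripts with salmon 1.9.0 and its correction for GC content. The deposited files hold for each transcript an estimated count of reads, TPM, the length and the effective length. The estimated counts were used, with the effective lengths for the length offsets, and TPM as deposited by the authors was used for the average transcript lengths. Transcript identifiers were matched without version to the GENCODE 44 annotation of GRCh38, since the paper's text does not name a transcript set. Transcripts without a match were left out, and 2 alternatives kept them.

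Counts were summed per gene and rounded. Genes with at least 10 counts in at least 3 libraries were tested. The test was the quasi-likelihood F test of edgeR 4.0.16 (R 4.3.3) with robust fitting, TMM factors and condition as the only term, with Benjamini-Hochberg adjustment and a threshold of 0.1. Levels are TMM-normalized CPM. The standard error given for an edgeR log2 fold change is its absolute value divided by the square root of the F statistic. For DESeq2 it is the tool's own estimate. Tests of a value for 1 gene across libraries are two-sided exact permutation tests (scipy 1.17.1), whose smallest P for 3 against 3 is 0.1. Gene lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01, two-sided, over 10 lists written by hand or by symbol rules. Reactome sets were not analysed here. Tables were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.

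The genes named in the text are ARMC5, the genes labelled in fig. S1E, the genes of the proteins that the paper studies, the 5 largest changes each way among called genes with a mean of at least 1 CPM and groups that do not overlap, and at most 5 called members each way of a gene list. STK36 and PITPNA, the 5 genes named beside them in the closing section for a shared stretch, the genes that overlap those with the largest changes, and TNFSF12-TNFSF13 were named after their values were seen.

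The estimated reads per library lie between 26201112 and 40866478, and a gene with few reads carries a counting error that limits its fold change. The tests were tried on simulated data in which 200 of 13737 genes changed by 1 on the log2 scale. There edgeR recovered 91% of the changed genes with 11.7% of its calls false, and DESeq2 91.5% with 19.7% false. The called genes had a median absolute log2 fold change of 0.20, so this recovery does not hold for changes of their size.

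The alternatives set before the data were examined were DESeq2's size factors in edgeR, library size only, an offset for transcript length in edgeR, DESeq2 1.42.0 without and with that offset, genes with at least 1 count, edgeR's filterByExpr, a term for the replicate number, each library left out in turn, an adjusted P value under 0.05, a minimum absolute log2 fold change of 1, each ARMC5 transcript on its own, and fry or an estimated correlation for the lists. Added later were unmatched transcripts kept as features or added to the gene listed before them, fold changes shrunk with ashr 2.2.63, library size only for the lists, and the settings of the search for shared stretches. The 6 libraries were also split into the 10 possible pairs of groups of 3, the real one included. The association of 7-mers in 3' UTRs, gene length, stretches of 50 neighbouring genes with at least 5 CPM, and transcripts at 0 in every library of 1 group with at least 50 reads in each library of the other were compared between these splits.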

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

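In this part, the test with library size only was chosen only after the result was seen. The fit with DESeq2's size factors was set beforehand, but its use as a test of normalization was chosen only after the result was seen. The 3 lists below are outside the pathways that the paper discusses, and the lists were written after the labels of fig. S1E had been read, so the genes labelled there are not independent evidence.

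The 24 tested YAP and TEAD target genes were higher in shARMC5 cells, with a median log2 fold change of 0.14 (camera adjusted P = 2.13e-24). Of these genes 20 had a positive log2 fold change, 12 were called higher and 0 lower, and 15 were called higher when adjusted over the list alone. With the transcript length offset in edgeR 8 were called higher and 0 lower. The median of the list was higher in 3 of 3 shARMC5 libraries than in every shNT library. ANKRD1, CCN2 (log2 fold change 0.80), CCN1, NT5E (0.47) and THBS1 (0.38) changed most. The larger adjusted P with DESeq2's size factors or library size only was 1.32e-23, but a size factor moves all genes of a library alike and camera compares the list with the other genes, so this decides nothing about normalization for this list or the others. The tables argue against a trend with GC content, transcript length or expression level as the whole cause (camera P = 7.45e-27, n = 24 genes, after it was taken out), and against the labelled genes CCN1, THBS1 and NT5E alone (P = 1.69e-11 without them, n = 21 genes). The adjusted P was 0.00400 with fry and 0.0382 with an estimated correlation. Only 1 of the 10 splits of the 6 libraries, the real one, gave a P as small, and the smallest in the other splits was 4.83e-05. With 3 libraries against 3 this share cannot fall below 0.1, so the count of splits alone does not decide whether the shift is a chance difference. The shift is consistent with an effect of the knockdown, which is not told apart here from other differences between the infected cultures, since no test addressed them.

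The 35 SREBP target genes of sterol and fatty acid synthesis were lower, with a median of -0.04 (camera adjusted P = 6.56e-06). Of these genes 26 had a negative log2 fold change, 7 were called lower and 1 higher, and 8 and 2 when adjusted over the list alone. With the transcript length offset in edgeR 4 were called lower and 0 higher. The median of the list was lower in 3 of 3 shARMC5 libraries than in every shNT library. FADS2, TM7SF2 (-0.28), FASN (-0.24), FDFT1 (-0.15) and SCD (-0.14) fell most among the called genes. The larger adjusted P with other size factors was 6.01e-06. After the trend with GC content, length and level was taken out P was 6.59e-11, which argues against it as the whole cause. Without FADS2 and FASN, which hold 12 bases of an ARMC5 stretch described under the other observations, P was 0.00316. Among the 10 splits 1, the real one, gave a P as small, against 0.00360 at the smallest in the others, a count that alone does not decide for the same reason of sample number. An effect of the knockdown and of other differences between the cultures stay open, as untested.

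The 31 ATF4 target genes were lower, with a median of -0.08 (camera adjusted P = 0.00126). Of these genes 23 had a negative log2 fold change, 9 were called lower and 2 higher, and 13 and 4 when adjusted over the list alone. With the transcript length offset in edgeR 3 were called lower and 2 higher. The median of the list was lower in 3 of 3 shARMC5 libraries than in every shNT library. NUPR1 (-0.54), DDIT4 (-0.32), SLC7A11 (-0.26), PCK2 (-0.19) and GPT2 (-0.19) fell most among the called genes, while GDF15 (0.37) and SLC3A2 (0.18) rose. The larger adjusted P with other size factors was 0.00117. The shift stayed after the trend was taken out (camera P = 1.12e-05, n = 31 genes) and without PHGDH (P = 0.00308, n = 30 genes), which argues against both as the whole cause. It was lost with fry and with an estimated correlation. In 3 of the 10 splits the P was as small, with 2.37e-05 as the smallest in the others, so that a chance difference between groups of 3 libraries cannot be told apart.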

How the results depend on the processing

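ARMC5 was lower and called in every gene-level setting, with log2 fold changes from -1.15 to -1.02 across the 6 fits that each left out 1 library, -1.07 with the transcript length offset in edgeR and -1.07 with the same offset in DESeq2. Fitted on its own, each of the 5 transcripts fell short of the threshold. Those were ENST00000408912 (-1.34), ENST00000457010 (0.012, the opposite direction), ENST00000563544 (-2.39), ENST00000564900 (-0.66) and ENST00000268314 (-1.11). The cause was not tested, and the reads of a transcript alone are fewer than those of the gene.

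The count of differentially expressed genes was 235 with the length offset in edgeR and 568 with it in DESeq2, and the cause was not tested. DESeq2 with that offset also brought the 6 labelled genes that differed from the paper within the error. The main count of 1064 therefore need not match the paper's. The count was 532 when unmatched transcripts were kept as features, an alternative chosen after seeing the data, and the cause was not tested. The stricter threshold of 0.05 gave 676 and the minimum absolute log2 fold change of 1 gave 34, both of which by construction hold part of the genes. Across the 6 fits that each left out 1 library the count ran from 536 to 1074. It was 536 without shNT replicate 1, 583 without shARMC5 replicate 2 and 675 without shNT replicate 3, and fewer libraries were tested in each. DESeq2's size factors (1050), library size only (953), filterByExpr (1076), DESeq2 without an offset (879), genes with at least 1 count (1537) and unmatched transcripts added to the gene listed before them (1100) gave counts within 1.5 times of 1064. A set of 178 genes was called in every fit set before the data were examined, at the threshold of 0.1 and without a minimum fold change.

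No strong effect shared by libraries with the same replicate number was seen, since their deviations correlated by 0.0002, 0.03 and 0.04 across 12114 genes. This cannot exclude that the cultures were paired by design, or a shared effect on few genes. A term for the replicate number gave 1766 genes, of which 1061 were shared with the 1064. In data simulated without a replicate effect 23.0% of the calls with this term were false, which does not tell whether it is needed here. POLR2A (adjusted P = 0.00376) and NELFB (0.0889) were called in this fit alone.

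The number of gene lists past the threshold stayed between 5 and 8. The histone list passed with library size only (adjusted P = 0.0532, chosen after seeing the data) and without shNT replicate 1 (0.0867), shARMC5 replicate 2 (0.0336) or shNT replicate 3 (0.0892). Over the 9 lists other than interleukin and chemokine signalling, 110 results kept their side of the threshold, 3 became weaker, 4 stronger and 0 reversed.

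Over the 85 named genes and all settings, 1233 results kept their direction and side, 117 became weaker, 6 stronger and 12 reversed. Of the 65 called, 35 were called in every setting set before the data were examined that gave them a value. The length offset in edgeR made 25 of the named genes weaker, more than any other setting did. The reversed values, whose cause was not tested, were BTBD2 0.00047, SUPT5H 0.0017, CCNT1 -0.024 and ZNF836 0.23 with that offset, SUPT5H 0.00065 and CCNT1 -0.025 with DESeq2 and its offset, KLHL7 without shARMC5 replicate 1, SUPT5H without shNT replicate 1 or shARMC5 replicate 3, NELFE without shNT replicate 2, and ZNF836 0.093 and SLC7A11 0.10 with unmatched transcripts added to the gene listed before them, chosen after seeing the data. With each library left out in turn, the log2 fold change ran from -0.0061 to 0.066 for KLHL7, from -0.035 to 0.030 for SUPT5H and from -0.089 to 0.026 for NELFE. All of the reversed genes but ZNF836 and SLC7A11 had a main log2 fold change within 0.07 of 0.

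The largest 7-mer statistic, z = -6.14, was -0.93 in coding sequences and 0.12 among genes of at least 10 CPM, and ran from -7.06 to -4.36 with each library left out, and the cause was not tested. The correlation of log2 fold change with gene length moved by less than its spread between splits in every setting, from -0.153 to -0.0657. The depth limits genes such as CXCL8, with 6 reads in the library with the fewest, and IL2RG, with 5, for which a call depends on which library is left out.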

Differences from the paper's values

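The legend of fig. S1E gives N = 14291, against 13737 genes tested here with the same minimum of counts. The number here was 13978 when unmatched transcripts were added to the gene listed before them and 15820 when they were kept as features. The cause was not tested. The paper's other values here were read by eye from Fig. 1F and fig. S1E. For 18 labelled genes, ARMC5 included, all signs were the same, and 6 differed by more than the standard error. The paper shrank its fold changes for display.

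For ARMC5 the log2 fold change was -1.09 against the paper's about -1.0 in fig. S1E, read by eye. For FADS2 it was -1.80 against the paper's about -1.6, for FAM98B -1.22 against about -1.4, for TSC2 -0.15 against about -0.5, for PRR15L -0.55 against about -0.5, and for PHGDH -0.16 against about -0.25, all in fig. S1E and read by eye. Of the alternatives set before the data were examined, DESeq2 with the transcript length offset gave values within the error of the paper's for all 6, which were -1.07, -1.68, -1.43, -0.56, -0.56 and -0.26 in that order. The length offset in edgeR did so for 5, all but PRR15L. For FADS2, FAM98B, TSC2 and PHGDH none of the other alternatives set before the data were examined did so. For ARMC5 the fits without shARMC5 replicate 1, shNT replicate 2 or shNT replicate 3 gave values nearer to the paper's and within the standard error. For PRR15L the fits without shARMC5 replicate 3 or shNT replicate 3 did so. The other settings under which the difference was within the standard error gave values no nearer to the paper's than -1.09 for ARMC5 and -0.55 for PRR15L, and had a larger standard error. These were DESeq2 without the offset and the fit without shARMC5 replicate 2 for ARMC5, and for PRR15L DESeq2 without and with the offset, genes with at least 1 count, and the fits without shARMC5 replicate 1 or shNT replicate 2. The same DESeq2 fit with fold changes shrunk by ashr, which was chosen after seeing the values, gave -1.04, -1.63, -1.4, -0.52, -0.52 and -0.24.

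A partly covered label of fig. S1E begins with CXCL. CXCL5 was called here, while CXCL8 was not, except without shNT replicate 1 (adjusted P = 0.0973).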

Other observations

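In this part, the splits for the count of genes, for the 13-base stretches and for the 7-mers, the searches for shared stretches and the sums with unmatched transcripts for FANCB and EPB41L4A were tests chosen only after the result was seen.

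The real split was the only one of the 10 splits of the 6 libraries (1 of 10) with as many differentially expressed genes. The others gave between 0 and 4, and the split with 0 genes and the most at an unadjusted P under 0.05 had 866 of these, against 2481 in the real split. As many gene lists passed the threshold in 2 of the 10 splits, and the others gave 1 to 7. With 3 libraries against 3, chance cannot be told apart by these shares alone.

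FANCB and EPB41L4A fell on their matched transcripts while the unmatched transcript listed directly after each rose from 0 reads. FANCB had 40, 121 and 69 reads in shARMC5 replicates 1, 2 and 3 and 437, 437 and 378 in shNT replicates 1, 2 and 3, and the next transcript had 376, 340 and 199 reads in shARMC5 and 0 in each shNT library. EPB41L4A had 8, 22 and 10 reads in shARMC5 and 84, 107 and 71 in shNT, and the next transcript 77, 93 and 50 in shARMC5 and 0 in each shNT library. With these added the log2 fold changes were -0.161 for FANCB and -0.0437 for EPB41L4A, which is consistent with reads moved between transcripts rather than a fall of the genes. That the next transcript belongs to the same gene was inferred from the order of the list. Whether the cells switched transcripts or the assignment of reads changed was not tested.

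A hypothesis for part of the lower genes, which may not hold, is an off-target effect of the ARMC5 shRNA, whose sequence is not known here. The site was found after the values were seen, from the longest stretches that FADS2, XRCC1, STK36 and FAM98B share with ARMC5, and other lengths, both strands and 2 measures were tried afterwards. The 13 bases TGGAGGTGCTGGT lie in exon 3 of ARMC5, in coding sequence, on chromosome 16 from 31462518 to 31462530, which is from base 995 to base 1007 of the main transcript. Of 8 other tested genes with these bases in their main transcript, FADS2 and STK36 (-0.93) in the 3' UTR and XRCC1 (-0.86) in coding sequence were called lower, but these 3 are among the genes that the stretch was searched from. Of the other 5, DNMT3B, RILPL1, ELF1, POLR3A and ESRRA, 0 were called, with log2 fold changes from -0.47 to -0.01 and adjusted P values from 0.112 to 0.927. The score of the stretch, -10.5, was the lowest of 1012, and 1 of the 10 splits, the real one, had an absolute score as large, but both rest on the genes used to find it and decide nothing. With 11 and 12 bases on the same strand the lowest score was also at the site, -6.76 (152 genes) and -7.27 (21 genes). These groups include genes used to find it. With log2 fold change as the measure, the score at 13 bases was -5.37, again the lowest. At 14 bases the stretch scored at the site, GCGTGGAGGTGCTG, does not hold all of the 13 bases, and its score was -0.89 (3 genes). With 15 bases no stretch at the site had 3 genes. At 13 bases 1 of 100 other transcripts of like length and GC share had a score as low, but 5 of the 100 did when 11 to 15 bases and both strands were searched as they had been for ARMC5.

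Allowing mismatches, the 22-base stretch GTGGAGGTGCTGGTAGATGAGC of ARMC5, from base 994 to base 1015, matches at 19 bases in FADS2, FAM98B (coding sequence, -1.22) and PITPNA (5' UTR). PITPNA had a log2 fold change of -0.66 (adjusted P = 0.341), and was called with the length offset in edgeR (0.0501) and in DESeq2 (0.000314) and with unmatched transcripts added (9.11e-06). The score of this stretch, -16.9, was the lowest of 324, 1 of the 10 splits was as large, and it overlaps the first stretch by 13 bases. FADS2 and FAM98B were both used to find the site, so these values decide nothing either. An off-target effect stays an untested hypothesis, which cannot be told apart from a chance find, given the 5 of 100 transcripts. The 13-base and 22-base matches concern 4 of the 454 genes called lower. Shorter matches, such as the 12 bases in FASN, are not in that count.

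The strongest association of a 7-mer in 3' UTRs with lower genes was that of CTATCGG, which does not occur in the main transcript of ARMC5, and 4 of the 10 splits gave an absolute z as large. The log2 fold change correlated with gene length across 13737 genes (Spearman's rho -0.125; genes are not independent replicates), and 6 of the 10 splits gave a value as large, with the others from -0.166 to 0.169. The largest absolute median of 50 neighbouring genes was 0.0639 (a fall, on chromosome 5 from 271621 to 37066413), against 0.0583 in the other splits, which leaves a difference in copy number between the pools open, with 1 of the 10 splits as large. Of transcripts at 0 in every library of 1 group there were 55, against 40 to 63 in the other splits, and 5 of the 10 had as many. No biological explanation was tested for these. The gene at a log2 fold change of -8.27 in the interleukin and chemokine list was TNFSF12-TNFSF13, at 0 in every shARMC5 library (adjusted P = 0.366). This fitted value depends on the prior count and is no bound, and the gene's name was looked up after its value was seen.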
